# Therapeutic radiation exposure of the abdomen during childhood induces chronic adipose tissue dysfunction

**DOI:** 10.1172/jci.insight.153586

**Published:** 2021-11-08

**Authors:** Xiaojing Huang, Olivia A. Maguire, Jeanne M. Walker, Caroline S. Jiang, Thomas S. Carroll, Ji-Dung Luo, Emily Tonorezos, Danielle Novetsky Friedman, Paul Cohen

**Keywords:** Metabolism, Oncology, Adipose tissue, Expression profiling, Macrophages

## Abstract

**BACKGROUND:**

Childhood cancer survivors who received abdominal radiotherapy (RT) or total body irradiation (TBI) are at increased risk for cardiometabolic disease, but the underlying mechanisms are unknown. We hypothesize that RT-induced adipose tissue dysfunction contributes to the development of cardiometabolic disease in the expanding population of childhood cancer survivors.

**METHODS:**

We performed clinical metabolic profiling of adult childhood cancer survivors previously exposed to TBI, abdominal RT, or chemotherapy alone, alongside a group of healthy controls. Study participants underwent abdominal s.c. adipose biopsies to obtain tissue for bulk RNA sequencing. Transcriptional signatures were analyzed using pathway and network analyses and cellular deconvolution.

**RESULTS:**

Irradiated adipose tissue is characterized by a gene expression signature indicative of a complex macrophage expansion. This signature includes activation of the *TREM2*-*TYROBP* network, a pathway described in diseases of chronic tissue injury. Radiation exposure of adipose is further associated with dysregulated adipokine secretion, specifically a decrease in insulin-sensitizing adiponectin and an increase in insulin resistance–promoting plasminogen activator inhibitor-1. Accordingly, survivors exhibiting these changes have early signs of clinical metabolic derangement, such as increased fasting glucose and hemoglobin A1c.

**CONCLUSION:**

Childhood cancer survivors exposed to abdominal RT or TBI during treatment exhibit signs of chronic s.c. adipose tissue dysfunction, manifested as dysregulated adipokine secretion that may negatively impact their systemic metabolic health.

**FUNDING:**

This study was supported by Rockefeller University Hospital; National Institute of General Medical Sciences (T32GM007739); National Center for Advancing Translational Sciences (UL1 TR001866); National Cancer Institute (P30CA008748); American Cancer Society (133831-CSDG-19-117-01-CPHPS); American Diabetes Association (1-17-ACE-17); and an anonymous donor (MSKCC).

## Introduction

Through decades of concerted multidisciplinary effort, the average 5-year survival rate for all childhood cancers now exceeds 80% (1), resulting in a population of 400,000 survivors in the United States in 2019 (2). Despite this tremendous progress, childhood cancer survivors remain vulnerable to premature morbidity and mortality from treatment-related late effects (3), including diabetes mellitus (DM), dyslipidemia, and cardiovascular disease (4), with a 7-fold increased risk of cardiac death compared with the age-matched general population (5). In particular, a history of total body irradiation (TBI) or abdominal radiotherapy (RT) has been associated with an increased risk of DM (6, 7). The molecular and cellular mechanisms underlying this strong clinical association remain unknown but have been postulated to arise from RT-induced injury to endocrine organs, such as the hypothalamic-pituitary axis (8) and pancreas (9). However, another important endocrine organ, the abdominal adipose tissue, has received comparatively less consideration as a target of RT-induced injury.

Formerly seen as an inert lipid storage depot, adipose tissue is now recognized as a complex endocrine organ with a central role in systemic metabolic homeostasis (10). It displays significant regional variation in form and function, with both metabolically “protective” depots such as s.c. adipose tissue (SAT) and “unhealthy” depots such as visceral adipose tissue (VAT) (11). Consequently, RT-induced injury to the abdominal adipose depots could facilitate development of DM through disruption of their physiologic functions in maintaining whole-body energy balance. This hypothesis is supported by a small number of animal studies. TBI-treated mice exhibit reduced proliferative and adipogenic capacity in SAT (12) and develop systemic insulin resistance on high-fat diets, accompanied by decreased insulin responsiveness of preadipocytes isolated from VAT (13). TBI-treated macaques follow a similar course; notably, their SAT is characterized by increased macrophage infiltration (14), which in humans correlates with markers of poor metabolic health such as fatty liver and insulin resistance, independent of total adiposity (15).

Despite these intriguing results from preclinical models, no studies have yet examined the direct effects of radiation on human adipose tissue. We sought to address this knowledge gap by identifying molecular changes in adipose tissue from adult survivors of childhood cancer previously treated with abdominal RT or TBI, compared with individuals treated with chemotherapy only or healthy controls. We focused on relatively healthy subjects with no prior diagnosis of obesity or DM to determine if early changes could be detected that might later be validated as biomarkers for eventual progression to overt DM or as targets for therapeutic interventions that might mitigate this pathology.

## Results

### Clinical and metabolic characteristics of study subjects.

We recruited 35 adult participants (≥18 years) in 4 categories: (a) survivors of childhood cancer with prior history of TBI, (b) survivors previously exposed to abdominal (ABM) RT, (c) survivors treated with chemotherapy (CHM) only without any prior RT exposure, and (d) healthy volunteers (CTL) with no prior cancer diagnosis. Participants were recruited from the MSKCC Long-Term Follow-Up Clinic (survivors) and the Rockefeller University Hospital (controls). All survivors received chemotherapy as part of their treatment. One CHM subject was later excluded after discovery of prior neck/mediastinal RT, while 4 subjects did not have RNA sequencing (RNA-seq) data due to inadequate biopsy material. This resulted in a study cohort of 30 subjects (*n* = 8 in TBI group, 7 in ABM, 6 in CHM, 9 in CTL) with clinical metabolic profiling data and RNA-seq results from an abdominal SAT biopsy (Figure 1A). The clinical characteristics of each group are summarized in Table 1, with additional details of treatment histories in Supplemental Table 1 (supplemental material available online with this article; https://doi.org/10.1172/jci.insight.153586DS1). Overall, the CHM group completed cancer treatment significantly more recently than the ABM and TBI groups and tended to be younger, while RT dose was higher in the ABM group compared with TBI, as expected given the characteristic differences between these treatment regimens. The TBI group was notably enriched for subjects with a history of allogeneic BM transplant (BMT).

The groups were not significantly different from one another on standard anthropometric surrogates for metabolic health such as BMI, waist/hip ratio (WHR), weight, and percent lean or fat mass as assessed by air displacement plethysmography (Figure 1, B–D, and Supplemental Figure 1, A and B). Dyslipidemia was observed in one participant in the TBI group with abnormally high triglycerides (Supplemental Figure 1C); that participant also had the lowest HDL (Figure 1E), which was overall significantly lower in the TBI group (42.6 ± 13.6 versus 65.5 ± 15.7 mg/dL for CHM group, adjusted *P* = 0.014). LDL and total cholesterol were not significantly different among groups (Supplemental Figure 1, D and E). The ABM and TBI groups had significantly higher fasting glucose levels (103.4 ± 13.8 and 105.4 ± 8.7 mg/dL, respectively) compared with CHM participants (88.3 ± 8.3 mg/dL; Figure 1F, adjusted *P* < 0.05 for both comparisons), while the TBI group had significantly higher HbA1c levels (5.84% ± 0.47%) compared with the CHM (5.00% ± 0.27%, *P* < 0.001) and CTL (5.19% ± 0.29%, *P* < 0.01) groups. Furthermore, 5 of 9 participants in the TBI group and 2 of 7 in the ABM group were prediabetic (HbA1c ≥ 5.7%), while no participants in either CTL or CHM groups were prediabetic (Figure 1G, *P* < 0.01 for Fisher’s exact test comparing RT to non-RT participants). High-sensitivity C-reactive protein, a marker of atherosclerotic cardiovascular disease risk (16), was in the low-risk range (<2.0 mg/L) for all participants (Supplemental Figure 1F). Given the dependency of many metabolic outcomes on age and the trend toward younger age in the CHM group, we performed ANCOVA to compare the group differences observed in HDL, fasting glucose, and HbA1c while controlling for age. HDL was no longer significantly different across the groups after adjusting for age (*P* = 0.079 for group effect, *P* = 0.014 for age effect); however, fasting glucose (*P* = 0.011 for group, *P* = 0.023 for age) and HbA1c (*P* = 0.00046 for group, *P* = 0.0044 for age) retained their differences across groups after adjusting for age. Post hoc pairwise comparisons with Tukey’s multitest correction showed significant differences in HbA1c between the TBI group and either the CHM (*P* = 0.002) or CTL groups (*P* = 0.0007). Post hoc pairwise comparisons for glucose did not reveal any significant between-group differences. Similar results were obtained with ANCOVA for group and time since treatment for the CHM, ABM, and TBI groups, although fasting glucose also lost between-group significance on this analysis in addition to HDL. HbA1c differences among the 3 survivor groups remained significant (*P* = 0.013 for group; *P* = 0.15 for time since treatment), with post hoc pairwise comparisons showing a significant difference between CHM and TBI groups after Tukey’s multitest correction (*P* = 0.029).

### Gene expression signatures of irradiated human SAT.

To gain insight into the molecular pathways that characterize irradiated adipose tissue, we isolated and bulk sequenced RNA from needle aspirations of SAT from the right or left lower abdominal quadrants of each participant (Supplemental Table 1). 

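The RNA-seq values reported here come from 27 libraries of abdominal SAT, 8 of the CTL group, 4 of the CHM group, 7 of the ABM group and 8 of the TBI group; the paper's cohort has 30 subjects, 9 CTL, 6 CHM, 7 ABM and 8 TBI. Each library is 1 participant, so the libraries of a group are biological replicates. A needle aspirate of SAT holds adipocytes together with progenitor, endothelial, immune and blood cells, and a bulk library is the sum of the RNA of all of them. The authors quantified the reads with Salmon, which assigns each read to the transcripts it could come from, and deposited 1 estimated count per gene and library, without normalization, under NCBI Gene IDs. All of the deposited values are whole numbers. The table lists 23434 Gene IDs, of which 23284 were matched to a gene symbol, and the 150 others held 0.160% of the counts. The total count per library was between 28508992 and 46128426 in the CTL group (median 37138396.5), between 27678589 and 37351811 in the CHM group (median 32148100.5), between 32103918 and 41706483 in the ABM group (median 39400169) and between 33215667 and 43638711 in the TBI group (median 37890741). At these depths, 3 counts in a library are 0.0650 to 0.108 CPM, the count scaled to the library size. A large share of the counts fell on 9 MTRNR2L genes, nuclear copies of a mitochondrial ribosomal RNA whose reads cannot be placed with certainty: 25.1% ± 4.38 (SD, n = 27 libraries), with 23.9% ± 4.82 (SD, n = 8) in CTL, 28.9% ± 4.91 (SD, n = 4) in CHM, 24.3% ± 5.05 (SD, n = 7) in ABM and 25.1% ± 2.31 (SD, n = 8) in TBI. From the deposited counts, the groups were compared gene by gene with edgeR's quasi-likelihood test, with TMM normalization and all 4 groups in 1 model of the 27 libraries, over the 18339 genes that its filter on low counts (filterByExpr) kept. The p-values were adjusted by the Benjamini-Hochberg method and counted under 0.05. The expression of single genes is given as CPM over the TMM-adjusted library size, as mean ± SD, and fold changes are on the log2 scale with their standard error (SE). Expression scores of gene lists were computed as the paper computed its module scores, as the eigengene (the first principal component) of variance stabilized, scaled values, and compared between groups with two-sided exact permutation tests. The tool, the filter on low counts, the normalization and the libraries included could each change the number of genes called, and the counts under other choices are given where they differ. On simulated counts with the means and depths of these libraries, 200 genes with a mean above 1 CPM were changed by 2 on the log2 scale. The test called 199 of the 200 between TBI and CTL, and 188 of 200 between TBI and CHM. Smaller changes were not simulated, and simulated genes vary independently of each other. These numbers are therefore not the power of the test on the real libraries.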

Principal component analysis (PCA) of all 23,434 transcripts showed no separation of the subject groups (Figure 2A), likely reflecting the heterogeneity of our study cohort. Nevertheless, differential gene expression analysis using DESeq2 (17) uncovered a number of significant changes in the TBI group compared with the CTL (74 genes) and CHM (1191) groups (Supplemental Figure 2, A and B), while the ABM group had significantly fewer differences compared with these 2 groups (2 and 36, respectively; Supplemental Figure 2, C and D). This discrepancy between the TBI and ABM groups may be due to a significant portion of the ABM cohort (5 of 7) being treated before 2000 or at other institutions, thus precluding the ability to ensure that the abdominal SAT biopsy site coincided with the RT field.

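Over the 18339 genes, the first principal component of the scaled variance stabilized values held 32.0% of the variance and the second 24.2%. Scores on PC1 were -7.10 ± 86.4 (SD, n = 8) in the CTL group, -45.3 ± 97.3 (SD, n = 4) in CHM, 6.69 ± 87.1 (SD, n = 7) in ABM and 23.9 ± 42.8 (SD, n = 8) in TBI. Group explained 8.83% of the variance of PC1 (permutation test, p = 0.539, adjusted over 3 components 0.808) and 1.25% of that of PC2 (permutation test, p = 0.976, adjusted 0.976), but 42.7% of that of the third component (permutation test, p = 0.00498, adjusted 0.0149), which held 9.29% of the variance, where 11.5% is the share that random groups of these sizes give on average. In a permutational analysis of variance over all of these genes, group explained 10.9% of the variance (permutation p = 0.518). The alternative that moved this share most was restricting it to the 500 most variable genes, where group explained 19.3% of the variance (permutation p = 0.0161), while the share was 11.1% (permutation p = 0.499) without the filter on low counts.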

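With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 genes had an adjusted p under 0.05 in any of these 4 comparisons. Between TBI and CTL, 1601 genes had an unadjusted p under 0.05, 1081 of them higher in TBI, and the smallest adjusted p was 0.140. Between TBI and CHM there were 2532 such genes, 1384 of them higher in TBI, and the smallest adjusted p was 0.0939. The ABM group had fewer, 455 against CTL and 726 against CHM, with smallest adjusted p-values of 0.627 and 0.708. The number of genes past the threshold depended on the test. DESeq2's Wald test with its default settings, the test of the paper's methods, called 131 genes between TBI and CTL (121 higher and 10 lower in TBI) and 504 between TBI and CHM (414 higher and 90 lower). It called 1 gene in each comparison of the ABM group, CYP1A1 against CTL (log2 fold change -6.09, adjusted p = 0.0412 from DESeq2) and KRT1 against CHM (-4.21, adjusted p = 0.0360 from DESeq2), both named here after their values were seen. CYP1A1 had a mean of 10.8 CPM but a median of 0.114 CPM over the CTL libraries, and KRT1 a mean of 2.44 CPM but a median of 0.392 CPM over the CHM libraries, so each difference rests on a part of that group. The voom method of limma with sample quality weights called 401 genes between TBI and CTL (305 higher and 96 lower in TBI). Between TBI and CHM it called 807 (501 higher and 306 lower), and between ABM and CHM 0, where 1184 genes had an unadjusted p under 0.05. DESeq2 and voom shared 99 genes between TBI and CTL and 370 between TBI and CHM. A single library also decided the edgeR counts: without TBI-7 they were 165 genes between TBI and CTL and 299 between TBI and CHM. Other libraries moved them less, with 2 genes (FCGBP and PANX2) between TBI and CTL without CTL-4 and 1 (PRG4) without CHM-1, and between TBI and CHM 9 without CHM-1, 2 (DSG1 and FLG2) without CHM-3 and 1 (SLC16A5) without ABM-1, named after their values were seen.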

Given the large number of pairwise comparisons with 4 subject groups, we used a polar coordinate-based method (18) to visualize differentially expressed genes (DEGs) in 3-way comparisons using the likelihood ratio test for statistical significance (Figure 2, B–E). 

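For 3-way comparisons, the deposited counts were tested with edgeR's quasi-likelihood F test over TBI, ABM and 1 unirradiated group, and a gene was counted as upregulated in both when its adjusted p was under 0.01, both fold changes were above 0 and each had an unadjusted p under 0.05. No gene passed: 0 against CHM and 0 against CTL, and again 0 and 0 with an adjusted p under 0.05. With an unadjusted p under 0.05 in place of the adjusted one, 423 genes were upregulated in both TBI and ABM against CHM and 235 against CTL. The TBI and ABM groups are set against the same libraries here, so some overlap arises by chance. Over 100 splits of the same libraries into groups of the same sizes, the median was 28 genes against CHM and 27.5 against CTL, but 8 and 12 of the 100 splits gave at least 423 and 235, and other splits reached 902 and 2022. With DESeq2's likelihood ratio test in place of edgeR, 8 genes were upregulated in both against CHM and 1 against CTL, PRG4, which was named after its values were seen. PRG4 had means of 2.14 CPM in CTL, 2.61 in CHM, 4.16 in ABM and 9.70 in TBI. With voom there were 0 and 0 genes, and 336 and 198 at an unadjusted p under 0.05.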

We observed some overlap in genes upregulated in both the TBI and ABM groups compared with the CHM group (Figure 2B) or, to a lesser extent, the CTL group (Figure 2C). We also noted that the majority of all differences observed were driven by the TBI and ABM groups, with few differences between the CTL (Figure 2, C–E) and CHM (Figure 2, B, D, and E, and Supplemental Figure 2F) groups; there were also few differences between the TBI and ABM groups (Supplemental Figure 2E). 

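Between TBI and ABM, 0 genes had an adjusted p under 0.05 with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and 534 had an unadjusted p under 0.05. Between CHM and CTL the numbers were 0 and 323. Between CHM and CTL, DESeq2 and voom also called 0 genes, with 445 and 1410 at an unadjusted p under 0.05. Between TBI and ABM, DESeq2 called HBG1, with a log2 fold change of 4.13, LEFTY2 with -2.90 and RASSF4 with 0.84, and voom called TPM2 with 0.79 and FCHO1 with 1.28; these were named after their values were seen, and the 2 tools shared none of them. HBG1, a fetal globin gene nearly identical to its neighbor HBG2, had a mean of 4.72 CPM in TBI against a median of 1.17. Without TBI-7, edgeR called 1 gene between TBI and ABM, CECR2, with a log2 fold change of -2.22.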

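Supplemental Table 2 of the paper lists 129 genes, and 127 of them were matched by symbol to genes tested in the deposited counts. All 127 were higher in TBI than in CTL, with a median log2 fold change of 1.06, and in TBI than in CHM, with a median of 1.36. All 127 were also higher in ABM than in CHM (median 0.97), and 125 were higher in ABM than in CTL (median 0.66). Over all genes tested, 0 of them had an adjusted p under 0.05 with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, while an unadjusted p under 0.05 was found for 124 in TBI against CTL, 126 in TBI against CHM, 66 in ABM against CTL and 116 in ABM against CHM. Adjusted over the list alone, 124, 126, 4 and 110 genes passed in the same order. The study chose this list on these samples, so the numbers adjusted over the list alone are not independent evidence. The 4 genes of ABM against CTL were H1-5, H2BC9, H3C14 and SERINC2, named after their values were seen; the first 3 are histone genes of families of near-identical copies, between which reads can be split. DESeq2's Wald test called 57 genes of the table between TBI and CTL and 114 between TBI and CHM. The gene ontology analysis was not repeated here.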

The genes upregulated in both the TBI and ABM groups (Supplemental Table 2) are enriched for immune-related terms by gene ontology (GO) analysis, including positive regulation of production of the cytokines IL-4, IL-6, and IFN-γ and myeloid processes such as neutrophil degranulation and phagocytosis (Figure 2F and Supplemental Table 3). GO analysis of the genes upregulated in the TBI or ABM groups, but not necessarily both, produced similar results (Supplemental Figure 2G).

### Weighted gene correlation network analysis (WGCNA).

Constraining RNA-seq analysis to the evaluation of individual DEGs can miss smaller but coordinated changes across biological pathways or networks. To circumvent this limitation, we employed an unbiased approach using WGCNA (19) to identify groups or modules of genes displaying correlated expression across all samples (Supplemental Table 4). We then correlated module expression scores for each study subject with their clinical traits (Supplemental Figure 3A). This analysis revealed 2 modules (green and purple) with highly significant correlations with HbA1c, WHR, and HDL. The green module was positively correlated with a profile of worse metabolic health, while the purple module was correlated with improved metabolic health (Figure 3, A–C), and it revealed the opposite finding for the purple module (Figure 3, D–F). However, when we used quantitative set analysis of gene expression (QuSAGE) (20) to determine which modules were enriched in participants who had received RT compared with those who had not, only the green module was significantly upregulated in the former (*P* < 0.001; Figure 3G). 

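In the deposited counts, the 15 libraries of the TBI and ABM groups together (RT) were compared with the 12 of CTL and CHM together (non-RT). Of 18339 genes, 79 had an adjusted p under 0.05 with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 74 higher and 5 lower in RT, the smallest adjusted p being 0.0462, and 1976 had an unadjusted p under 0.05. The 5 lower genes were AGT, CIMIP2B, COL9A1, CYP1A1 and MMP27, named after their values were seen. Of these, AGT, CIMIP2B and MMP27 had lower means in both irradiated groups than in either unirradiated one. CYP1A1 did not: its mean was 0.0291 CPM in CHM, 0.0635 in ABM and 0.134 in TBI. Its CTL mean was 10.8 CPM but its CTL median 0.114 CPM, so its call rests on a part of that group. COL9A1 had means of 0.208 CPM in CTL, 0.176 in CHM, 0.032 in ABM and 0.069 in TBI. A few counts in a library are 0.0650 to 0.108 CPM, so COL9A1 was near the floor of counting. DESeq2 called 419 genes, among them 78 of these 79, and voom called 739, among them 77. The edgeR count stood close to its threshold: it was 0 in 17 of the 27 fits that each left out 1 library, 365 without CTL-4, 326 without TBI-7 and 294 without CTL-5. The paper's green module has 1347 genes, and the 111 that it lists as top genes in Supplemental Table 7 were used here. All 111 were higher in RT, with a median log2 fold change of 1.16 and a range from 0.57 to 2.46. Of the 79 genes, 43 are on this list; adjusted over the list alone, 110 of the 111 passed, which is not independent evidence, since the study chose the list on these samples.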

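Over the 27 libraries, the eigengene of the 111 top green module genes held 84% of their variance, and all 111 loaded on it with the same sign. The score was 0.157 ± 0.156 (SD, n = 8) in the TBI group, 0.0724 ± 0.0931 (SD, n = 7) in ABM, -0.129 ± 0.159 (SD, n = 8) in CTL and -0.182 ± 0.186 (SD, n = 4) in CHM. TBI exceeded CTL by 0.286 (two-sided exact permutation test, p = 0.00404, 0.0152 after Benjamini-Hochberg adjustment over 4 comparisons) and CHM by 0.339 (exact p = 0.0101, adjusted 0.0152). ABM exceeded CHM by 0.255 (exact p = 0.0152, adjusted 0.0152) and CTL by 0.201 (exact p = 0.0146, adjusted 0.0152). All 8 TBI libraries lay above the mean of CTL and of CHM, and so did all 7 ABM libraries. The margin of TBI-7 over the CTL mean was small, with -0.128 against -0.129. The smallest p the exact test can give is 0.00202 for 8 against 4 libraries and 0.00303 for 7 against 4. The study picked these 111 genes on these samples, as those that differ most between RT and non-RT, so the p-values of their score are not independent evidence. The purple module was not analysed here.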

Expression scores for the green module were significantly higher in the TBI group compared with the CTL and CHM groups, and they were higher in the ABM group compared with the CHM group (Figure 3, H and I), while no differences among groups were observed for the purple module (Supplemental Figure 3B). 

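Along the first principal component of the 111 top green module genes, CTL libraries lay between -0.292 and 0.116 (median -0.195, n = 8) and CHM libraries between -0.347 and 0.00307 (median -0.193, n = 4). ABM libraries lay between -0.0825 and 0.186 (median 0.102, n = 7) and TBI libraries between -0.128 and 0.357 (median 0.154, n = 8). The groups overlapped: 5 of 8 TBI and 3 of 7 ABM libraries lay above the highest unirradiated library, while 8 of 8 and 7 of 7 lay above the median of the unirradiated ones.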

When PCA is restricted to just the 1347 green module genes, the TBI and ABM groups separate from CHM and CTL along PC1 (Figure 3J), indicating the ability of this module to discriminate among the different groups.

Similar to results obtained with the DEGs identified by DESeq2, GO analysis of green module genes also produced terms related to inflammatory pathways (Figure 3K and Supplemental Table 5). Indeed, there was overrepresentation of DEGs in the green module compared with other modules (Supplemental Table 6). In contrast, the purple module was enriched for GO terms related to fatty acid catabolism (Supplemental Figure 3C). Since this module could not distinguish between RT and non-RT participants, we investigated whether a confounding variable was driving its expression pattern. Age is a well-known risk factor for metabolic syndrome and, thus, a possible determinant of both green and purple module expression, given their association with a worse and an improved metabolic profile, respectively. ANCOVA examining the effect of group on green module expression while controlling for age showed a highly significant group effect (*P* = 0.00047) but a more modest age effect (*P* = 0.045), while purple module expression showed a significant effect for age (*P* = 0.00075) but not for group (*P* = 0.32). In addition to age, BMT status and time since treatment are also potential confounders. 

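In the 19 libraries of the 3 survivor groups, a linear model of the score of the top green module genes on group and bone marrow transplant (any or none), as Supplemental Table 1 records it, gave F = 6.47 for group (permutation p = 0.0115, 100000 permutations of residuals) and F = 0.00821 for transplant (permutation p = 0.928). With the year in which treatment was completed in place of transplant, F was 3.58 for group (permutation p = 0.0542) and 3.01 for the year (permutation p = 0.103). The study picked the genes of the score on these samples, so the p-values of group are not independent evidence. The group effect in this second model was near the threshold, and with the score of the TREM2-TYROBP genes in place of the green module genes it was F = 3.82 (permutation p = 0.0462).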

ANCOVA models examining the effect of group and time since treatment or group and BMT status on green module scores showed significant effects for group (*P* = 0.0027 in model with group and time since treatment; *P* = 0.0017 in model with group and BMT status) but not time since treatment (*P* = 0.34) or BMT status (*P* = 0.69) in the subset of childhood cancer survivors.

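Of single macrophage genes in the deposited counts, SPP1 (Gene ID 6696) had 67.5 ± 60.9 CPM (SD, n = 15) in RT libraries and 16.0 ± 22.7 CPM (SD, n = 12) in non-RT libraries, a log2 fold change of 2.08 (SE 0.66, adjusted p = 0.132 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, as for the genes that follow). MMP9 (Gene ID 4318) had 51.5 ± 38.9 and 16.1 ± 20.3 CPM, a change of 1.67 (SE 0.60, adjusted p = 0.214). TREM2 (Gene ID 54209) had 11.5 ± 7.74 and 2.74 ± 3.81 CPM, a change of 2.05 (SE 0.63, adjusted p = 0.116). ACP5 (Gene ID 54) changed by 1.69 (SE 0.46, adjusted p = 0.0715) and ALCAM (Gene ID 214) by 1.46 (SE 0.44, adjusted p = 0.111). VSIG4 (Gene ID 11326) had 45.8 ± 23.2 and 18.4 ± 11.3 CPM, a change of 1.32 (SE 0.31), and was the only gene of the 6 with an adjusted p under 0.05 (0.0478). Between 11 and 14 of the 15 RT libraries lay above the non-RT mean, 14 for VSIG4 and MMP9 and 11 for ALCAM. The tool changed these calls: ACP5 and ALCAM passed with DESeq2 (adjusted p = 0.0172 and 0.0500) and voom, and SPP1, MMP9 and TREM2 with voom alone (adjusted p = 0.0200, 0.0197 and 0.0246). So did single libraries: of the 27 edgeR fits that each left out 1 library, 1 had an adjusted p under 0.05 for SPP1, 2 for TREM2, 4 for ACP5, 2 for ALCAM and 5 for VSIG4. The lowest was 0.0311 for SPP1, 0.0371 for TREM2, 0.0208 for ACP5 and 0.0156 for VSIG4, all without CTL-4, and 0.0377 for ALCAM without CTL-5, and the highest for VSIG4 was 0.116 without TBI-5. In GENCODE version 29 on GRCh38, which need not be the annotation the authors counted on, VSIG4 lies on chromosome X from 66021738 to 66040125, SPP1 on chromosome 4 from 87975650 to 87983426 and MMP9 on chromosome 20 from 46008908 to 46016561.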

The top green module genes identified by QuSAGE include a number of macrophage markers such as *SPP1*, *MMP9*, *TREM2*, *ACP5*, *ALCAM,* and *VSIG4* (Supplemental Figure 4A and Supplemental Table 7). Interestingly, both proinflammatory (*SPP1*, *MMP9*; refs. 21, 22) and immunomodulatory (*VSIG4*, *TREM2*; refs. 23, 24) signals are present. The transcriptional profile of a number of these genes (*SPP1*, *MMP9*, *ACP5*, *ALCAM*, *VSIG4*), as well as several identified as DEGs by DESeq2 (*FCER1G*, *HAVCR2*, *HLA-DRA,* *LGMN*, *C1QB*) was recapitulated by quantitative PCR (qPCR) (Supplemental Figure 4B, *P* = 0.0047 for group effect on rank-transformed mixed effects model), with upregulation across all genes in the TBI group relative to the CHM (FDR-adjusted post hoc *P* = 0.0017) and CTL groups (adjusted *P* = 0.008) and in the ABM group relative to the CHM (adjusted *P* = 0.04) but not the CTL group (adjusted *P* = 0.22). In contrast, levels of adipogenesis-related genes *PPARG*, *ADIPOQ*, and *FABP4* were unchanged across subject groups (*P* values from 0.11 to 0.992 on Kruskal-Wallis test) (Supplemental Figure 4C).

### Single-cell deconvolution reveals macrophage enrichment in irradiated adipose tissue.

Given the observed GO enrichments in inflammatory pathways, we hypothesized that an immune population in irradiated adipose tissue, likely composed of macrophages, was the cellular origin of this gene expression signature. We used previously published single-cell RNA-seq (scRNA-seq) data from SAT of obese nondiabetic and diabetic patients (25) and the CIBERSORTx (26) algorithm to deconvolute our bulk RNA-seq data into cell type fractions. To better match the origin of our RNA samples, we reclustered the scRNA data set using only cells originating from SAT, excluding VAT cells included in that study (Figure 4A and Supplemental Table 8). We used this clustering in CIBERSORTx to calculate the fractions of each cell type in our adipose samples (Figure 4B). Notably, we observed a trend toward enrichment of myeloid clusters *m1* and *m2* in the ABM and TBI groups, with a concomitant decrease in the fraction of adipose progenitor cells *p1* and endothelial cells *e1* (*P* = 0.0003 for interaction between participant group and cell type on repeated-measures ANOVA after aligned rank transformation; post hoc pairwise comparisons are given in Supplemental Table 9). Both *m1* and *m2* clusters are enriched for CD68^+^ cells and are identified as macrophages by SingleR annotation (Supplemental Table 8). They are also enriched for several genes of interest found by WGCNA/QuSAGE or DESeq2 (representative genes shown in Supplemental Figure 5, A and B), suggesting that adipose tissue–associated macrophages are the origin of the inflammatory gene expression signature described above. 

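The cell type fractions were not recomputed here; in their place, the deposited counts were scored on the markers that Supplemental Table 8 lists for each cluster, as the eigengene over the 27 libraries. The score of the 6 m1 markers was 0.141 ± 0.155 (SD, n = 8) in TBI, 0.0840 ± 0.118 (SD, n = 7) in ABM, -0.130 ± 0.156 (SD, n = 8) in CTL and -0.169 ± 0.199 (SD, n = 4) in CHM. It was higher in TBI than in CTL by 0.271 (two-sided exact permutation p = 0.00544) and in ABM than in CTL by 0.214 (exact p = 0.0148). All 8 TBI and all 7 ABM libraries lay above the CTL mean, but TBI-7, at -0.13029 against -0.1303, was level with it. For m2, 7 of 8 TBI libraries lay above the CTL mean. The 7 m2 markers gave 0.243 for TBI against CTL (exact p = 0.0107), 0.323 for TBI against CHM (exact p = 0.0162), 0.196 for ABM against CTL (exact p = 0.0205) and 0.275 for ABM against CHM (exact p = 0.0212). After Benjamini-Hochberg adjustment over the 92 marker comparisons made, these p-values were 0.0848 and none of the 92 was under 0.05. Without TBI-7, the adjusted p of TBI against CTL and against CHM was 0.0372 for both m1 and m2, with m1 differences of 0.313 and 0.351 and m2 differences of 0.286 and 0.367. The p1 score was 0.0250 ± 0.108 (SD, n = 8) in TBI, -0.0567 ± 0.181 (SD, n = 7) in ABM, 0.0587 ± 0.285 (SD, n = 8) in CTL and -0.0681 ± 0.163 (SD, n = 4) in CHM. It fell by 0.115 in ABM against CTL (exact p = 0.366) and rose by 0.0931 in TBI against CHM (exact p = 0.279). The e1 score fell by 0.0981 in TBI against CTL (exact p = 0.309) and rose by 0.0682 in ABM against CHM (exact p = 0.618). These differences of p1 and e1 lie within the spread of the groups, and some change sign with 1 library, such as p1 in TBI against CTL, which was -0.0337 with all libraries and 0.00536 without CTL-3.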

Although there was a decrease in the *p1* and *e1* fractions in the TBI and ABM groups, our previous DEG analyses did not reveal any markers mapping to these clusters; thus, we could not conclude whether this change represented an absolute decrease in cell numbers or merely a relative decrease due to expansion of the macrophage population. 

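Of the 5 p1 markers, 0 had an adjusted p under 0.05 in the 4 comparisons of an irradiated with an unirradiated group (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05 in ABM against CTL, where the median log2 fold change was -0.26. Of the 5 e1 markers, 0 passed in either way and 0 had an unadjusted p under 0.05; their median log2 fold change was -0.31 in TBI against CTL and 0.03 in TBI against CHM. The macrophage gene CD68 (Gene ID 968) had 146 ± 64.0 CPM (SD, n = 15) in RT libraries and 64.9 ± 38.0 CPM (SD, n = 12) in non-RT libraries, a log2 fold change of 1.17 (SE 0.27, adjusted p = 0.0478 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was 0.116 without TBI-5 and under 0.05 in 6 of the 27 fits that each left out 1 library. From the macrophage clusters and the genes of interest that they express, the paper proposes adipose tissue-associated macrophages as the origin of the inflammatory signature, and it leaves open whether progenitor and endothelial cells fell in number or only in share.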

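The eigengene of the 5 p3 markers of Supplemental Table 8 was 0.0392 ± 0.221 (SD, n = 8) in TBI, -0.00761 ± 0.231 (SD, n = 7) in ABM, -0.0517 ± 0.109 (SD, n = 8) in CTL and 0.0383 ± 0.268 (SD, n = 4) in CHM. The differences were 0.0909 for TBI against CTL (two-sided exact permutation p = 0.310), 0.000916 for TBI against CHM (exact p = 0.994), 0.0441 for ABM against CTL (exact p = 0.671) and -0.0459 for ABM against CHM (exact p = 0.764), all within the spread of the groups. The sign of 3 of them turned with 1 library: against CHM, without CHM-2 the TBI difference was -0.113 and without CHM-3 the ABM difference was 0.0513, and without ABM-7 the ABM difference against CTL was -0.0339. Adjusted over the list alone, 2 of the 5 markers passed in TBI against CTL, and over all genes 0 passed.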

Intriguingly, there was also a trend toward increases in the *p3* fraction in the ABM and TBI groups (Figure 4B and Supplemental Table 9). This progenitor cluster expresses a number of collagen-related genes and is annotated as fibroblasts by SingleR (Supplemental Table 8). Tissue fibrosis is a commonly observed chronic effect of RT exposure at therapeutic doses (27), raising the possibility that enrichment of the *p3* cluster in the TBI and ABM groups represents expansion of a fibroblast-like population in irradiated adipose tissue. Moreover, fibrosis has been implicated in the development of adipose tissue dysfunction, especially when facing the challenge of caloric excess (28), and thus could represent a causal mechanism underlying RT-induced adipose injury.

To further characterize the enriched macrophage population, we subclustered *m1* and *m2* cells into 7 new groups, labeled *M-A*, *M-B, M-C, M-D, M-E, M-F*, and *M-G* (Figure 4C and Supplemental Table 10). We repeated CIBERSORTx deconvolution by substituting these subclusters for the original *m1* and *m2* clusters. The results (Figure 4D) show a significant enrichment of *M-A* and a trend toward enrichment of *M-D* and *M-G* macrophages in the TBI and ABM groups (post hoc pairwise comparisons from Kruskal-Wallis test given in Supplemental Table 11). 

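Scores were computed from the deposited counts for the markers that Supplemental Table 10 lists for each macrophage subcluster, 20 of them for M-A; the deconvolution itself was not repeated. The M-A score was 0.129 ± 0.156 (SD, n = 8) in TBI, 0.0774 ± 0.109 (SD, n = 7) in ABM, -0.105 ± 0.174 (SD, n = 8) in CTL and -0.184 ± 0.222 (SD, n = 4) in CHM. It was higher in TBI than in CTL by 0.234 (two-sided exact permutation p = 0.0159) and than in CHM by 0.314 (exact p = 0.0202), and in ABM than in CTL by 0.182 (exact p = 0.0345) and than in CHM by 0.262 (exact p = 0.0273). Of the 9 M-D markers listed, 5 were found in the deposited counts, and of the 8 M-G markers 6. Over these, the M-D score was higher in TBI than in CTL by 0.238 (exact p = 0.0169), and the M-G score by 0.243 (exact p = 0.0117). In ABM against CTL the differences were 0.144 for M-D (exact p = 0.134) and 0.108 for M-G (exact p = 0.165), which the spread within groups covers. After adjustment over the 92 marker comparisons, the smallest of these p-values was 0.0848. Without TBI-7, the adjusted p of TBI against CTL was 0.0372 for M-A, M-D and M-G, with differences of 0.275, 0.284 and 0.293, and that of TBI against CHM was 0.0372 for M-A and 0.0492 for M-G, with differences of 0.356 and 0.362. M-D did not pass in TBI against CHM: it was higher by 0.249 with all libraries (exact p = 0.0525), and without TBI-7 its adjusted p was 0.0797. Of single genes that the paper links to M-A, ITGB2 was higher in RT than in non-RT libraries by a log2 fold change of 1.38 (SE 0.38), ITGAX by 1.30 (SE 0.33), CD9 by 0.74 (SE 0.23) and LGALS9 by 0.72 (SE 0.19), while LGALS3 changed by -0.09 (SE 0.13). Their adjusted p-values were 0.0783, 0.0581, 0.113, 0.0590 and 0.805 with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. With DESeq2 they were 0.0143 for ITGB2, 0.00695 for ITGAX and 0.0172 for LGALS9; with edgeR and without CTL-4, 0.0152 for ITGB2, 0.0152 for ITGAX and 0.0203 for LGALS9, and without CTL-5, 0.0465 for CD9, the lowest of the 27 fits that each left out 1 library.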

Cluster *M-A* corresponds to a largely inflammatory phenotype expressing several of the top significant genes identified in this study, including *MMP9*, *ACP5*, and *ITGB2*, as well as *ITGAX* (CD11c) and *CD9*, markers of crown-like structure macrophages (Supplemental Figure 5C) (29, 30). However, it also expresses a number of immunomodulatory markers such as *TREM2* and galectins 3 and 9 (Supplemental Figure 5C) (24, 31, 32), suggesting a more complex phenotype beyond promoting inflammation. Notably, clustering at a higher resolution did not separate these markers into different cell clusters, indicating that the coexpression of these markers in *M-A* is not an artifact of underclustering (Supplemental Figure 5D). Clusters *M-D* and *M-G* express *SEPP1* and *MS4A6A* (Supplemental Figure 5E), macrophage markers that have been studied in a variety of contexts including atherosclerotic plaque formation (33), tumor infiltration (34, 35), and Alzheimer’s disease (36). 

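In the deposited counts, SELENOP (the current symbol of SEPP1, Gene ID 6414) had means of 565 CPM in the 15 RT libraries and 463 CPM in the 12 non-RT libraries, a log2 fold change of 0.29 (SE 0.24, adjusted p = 0.668 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, as for the next genes). MS4A6A (Gene ID 64231) changed by 1.11 (SE 0.28, adjusted p = 0.0553). FCGBP (Gene ID 8857) had 74.3 ± 42.3 and 14.8 ± 19.6 CPM, a change of 2.32 (SE 0.49, adjusted p = 0.0462), with edgeR the largest of the 31 genes named here. With voom, TREM2 (3.20), SPP1 (3.06) and MMP9 (2.96) changed more than FCGBP (2.77). The edgeR change of FCGBP was 2.35 (SE 0.61) in TBI against CTL, 3.29 (SE 0.85) in TBI against CHM, 1.68 (SE 0.61) in ABM against CTL and 2.61 (SE 0.83) in ABM against CHM. Of these 4, the TBI comparisons passed with DESeq2 (adjusted p = 0.0308 and 0.00482), with voom (0.0220 and 0.0301), and with edgeR without TBI-7 (0.0431 and 0.0332) and, against CTL, without CTL-4 (0.0432). For RT against non-RT, the adjusted p of FCGBP was 0.00359 without CTL-4 and 0.104 without TBI-8, and under 0.05 in 8 of the 27 fits that each left out 1 library. GPR34 (Gene ID 2857) changed by 0.50 (SE 0.27, adjusted p = 0.520) and MRC1 (Gene ID 4360) by 0.89 (SE 0.30, adjusted p = 0.168). MS4A6A also passed with DESeq2 (adjusted p = 0.00819), with voom (0.0197) and, with edgeR, without CTL-4 (0.0213), and MRC1 with voom alone (0.0351). FCGBP lies on chromosome 19 from 39863323 to 39934626 in GENCODE version 29 on GRCh38.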

*M-D* is additionally marked by specific expression of *FCGBP*, a differentially regulated gene in our data set (Supplemental Tables 2 and 7), and *GPR34*, a relatively uncharacterized lysophospholipid receptor (37), while *M-G* is specified by expression of CD206 (*MRC1*), which has been associated with inhibition of preadipocyte growth and differentiation (38) (Supplemental Figure 5E). The enrichment of diverse macrophage phenotypes in RT-exposed adipose tissue suggests a dynamic remodeling of the tissue, even decades after the initiating event (mean time since RT 23.2 ± 9.8 years in TBI and ABM groups).

### Impaired adipokine secretion in chronic adipose tissue response to RT.

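Figure 5A draws 60 genes in the TYROBP causal network, and 59 of them were tested in the deposited counts. Their eigengene held 52.1% of their variance and was 0.162 ± 0.172 (SD, n = 8) in TBI, 0.0486 ± 0.0884 (SD, n = 7) in ABM, -0.105 ± 0.160 (SD, n = 8) in CTL and -0.199 ± 0.180 (SD, n = 4) in CHM. All 4 differences between an irradiated and an unirradiated group passed a two-sided exact permutation test after Benjamini-Hochberg adjustment: 0.267 for TBI against CTL (adjusted exact p = 0.0202), 0.361 for TBI against CHM (0.0202), 0.153 for ABM against CTL (0.0482) and 0.247 for ABM against CHM (0.0202). The ABM against CTL difference was the least certain: its adjusted p was 0.0786 with a mean of z-scores in place of the eigengene, and it passed in 16 of the 27 fits that each left out 1 library, with 0.136 (adjusted exact p = 0.0857) without CTL-7. Without CHM-2, the differences against CHM were 0.323 for TBI and 0.203 for ABM, with an adjusted exact p of 0.0500 each. A competitive set test (camera) with a preset correlation of 0.01 between genes gave adjusted p-values of 1.32e-18 or less for the 4 comparisons; with the correlation estimated from the data (0.337) they were 0.0162, 0.0162, 0.0224 and 0.0162 in the order above, and with the rotation test fry 0.00399, 0.00267, 0.0681 and 0.0208. Of the 59 genes, 55 were higher in TBI than in CTL, with a median log2 fold change of 0.54, and 49 were higher in ABM than in CTL, with a median of 0.30. Over all genes 0 of them passed in these 2 comparisons; adjusted over the list alone 32 passed in TBI against CTL and 0 in ABM against CTL, where 15 had an unadjusted p under 0.05. TYROBP itself (Gene ID 7305) had 30.7 ± 13.9 CPM (SD, n = 15) in RT libraries and 13.6 ± 9.21 CPM (SD, n = 12) in non-RT libraries, a log2 fold change of 1.18 (SE 0.30, adjusted p = 0.0581 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.00969 from DESeq2 and, with edgeR, 0.0179 without CTL-4). The paper found this network from the genes that differ in these samples, so the p-values of its score are not independent evidence. TYROBP lies on chromosome 19 from 35904401 to 35908295 in GENCODE version 29 on GRCh38.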

Using the list of DEGs compiled through DESeq2 and WGNCA/QuSAGE, we next conducted pathway analysis using NDex Bio’s integrated query feature (39), which uncovered the *TYROBP* causal network as the top-scoring pathway (Figure 5A), with 19 of 60 pathway genes represented in our gene list (*P* < 1 × 10^–12^). QuSAGE of the C2 canonical pathway gene sets from MSigDB (40) also reveals this network as a top hit (Supplemental Figure 6A). *TYROBP*, also called DAP12, is a transmembrane adaptor that links myeloid surface receptors to downstream signaling effectors (41). The current network annotation does not include a major upstream regulator of *TYROBP*, the transmembrane receptor *TREM2* (24), nor its downstream signaling cascade centered on *SYK* (24), which includes *NLRP3* activation (42) (Figure 5A). Additionally, *MS4A4A* has been shown to regulate cleavage of TREM2 to its soluble form (36). *TREM2*, *SYK*, *NLRP3*, and *MS4A4A* transcripts are all upregulated in the TBI and ABM groups (Supplemental Tables 2 and 7), thus extending representation of the *TYROBP* network to 23 genes. 

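TREM2 had 11.1 ± 6.79 CPM (SD, n = 8) in TBI, 11.9 ± 9.25 CPM (SD, n = 7) in ABM, 2.97 ± 4.39 CPM (SD, n = 8) in CTL and 2.30 ± 2.78 CPM (SD, n = 4) in CHM. Its log2 fold change was 1.89 (SE 0.82) in TBI against CTL, 2.26 (SE 1.09) in TBI against CHM, 2.00 (SE 0.84) in ABM against CTL and 2.37 (SE 1.11) in ABM against CHM. SYK (Gene ID 6850) had 34.6 ± 13.2 CPM (SD, n = 8) in TBI, 25.2 ± 6.31 CPM (SD, n = 7) in ABM, 15.6 ± 7.11 CPM (SD, n = 8) in CTL and 12.9 ± 6.55 CPM (SD, n = 4) in CHM, and its log2 fold change went from 0.69 (SE 0.29) in ABM against CTL to 1.43 (SE 0.37) in TBI against CHM. NLRP3 (Gene ID 114548) had 7.96 ± 2.40 CPM in TBI, 6.03 ± 0.623 in ABM, 4.95 ± 1.41 in CTL and 4.04 ± 1.10 in CHM, and its change went from 0.28 (SE 0.20) in ABM against CTL to 0.98 (SE 0.25) in TBI against CHM. MS4A4A (Gene ID 51338) had 25.9 ± 12.4 CPM in TBI, 22.1 ± 9.95 in ABM, 11.2 ± 5.36 in CTL and 8.85 ± 6.70 in CHM, and its change went from 0.98 (SE 0.38) in ABM against CTL to 1.55 (SE 0.49) in TBI against CHM. The 4 genes were higher in both irradiated groups than in either unirradiated one, and 0 of these 16 comparisons had an adjusted p under 0.05 with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, while 15 had an unadjusted p under 0.05, NLRP3 in ABM against CTL being the exception. In TBI against CHM, SYK, NLRP3 and MS4A4A passed with DESeq2 (adjusted p = 0.00984, 0.0104 and 0.0314) and voom (0.0301, 0.0326 and 0.0428). In TBI against CTL, SYK passed with both (0.0267 and 0.0254), and NLRP3 with voom (0.0404). Without TBI-7, edgeR's adjusted p in TBI against CHM was 0.0278 for SYK and NLRP3, and in TBI against CTL it was 0.0313 for SYK and 0.0431 for NLRP3. For RT against non-RT, the adjusted p was 0.0462 for SYK, 0.0501 for MS4A4A and 0.0677 for NLRP3; SYK was under 0.05 in 6 of the 27 fits that each left out 1 library and at 0.104 without TBI-8, and without CTL-4 the value was 0.0134 for SYK, 0.0197 for MS4A4A and 0.0278 for NLRP3. In GENCODE version 29 on GRCh38, TREM2 lies on chromosome 6 from 41158506 to 41163186 and SYK on chromosome 9 from 90801787 to 90898549.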

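Figure 5A outlines in red 20 genes of the network and TREM2, SYK, NLRP3 and MS4A4A; these 24 genes were scored, against 23 in the paper. Their eigengene over the 27 libraries held 83.9% of their variance. It was 0.155 ± 0.162 (SD, n = 8) in TBI, 0.0719 ± 0.0849 (SD, n = 7) in ABM, -0.116 ± 0.152 (SD, n = 8) in CTL and -0.203 ± 0.193 (SD, n = 4) in CHM. TBI exceeded CTL by 0.271 (two-sided exact permutation p = 0.00606, 0.0121 after Benjamini-Hochberg adjustment over the 4 comparisons) and CHM by 0.358 (exact p = 0.00808, adjusted 0.0121). ABM exceeded CTL by 0.188 (exact p = 0.0157, adjusted 0.0157) and CHM by 0.275 (exact p = 0.00909, adjusted 0.0121). Above the CTL mean lay 7 of 8 TBI and 7 of 7 ABM libraries, and 2 of 8 CTL libraries had a score above 0. These 4 calls held in every fit that left out 1 library, with a mean of z-scores, on log2 CPM values, with fry and with camera. All 24 genes were higher in each of the 4 comparisons, with a median log2 fold change of 1.14 in TBI against CTL and 0.75 in ABM against CTL; adjusted over the list alone, 23 passed in TBI against CTL and 0 in ABM against CTL, where 15 had an unadjusted p under 0.05. The study picked these genes on these samples, so neither the score nor the numbers adjusted over the list alone are independent evidence. The paper reasons from its list of differing genes to the top-scoring pathway, the TYROBP network, extends it by TREM2, SYK, NLRP3 and MS4A4A, and then takes the set as 1 score per participant. The correlations with clinical measures were not analysed here.

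**Figure D1:**
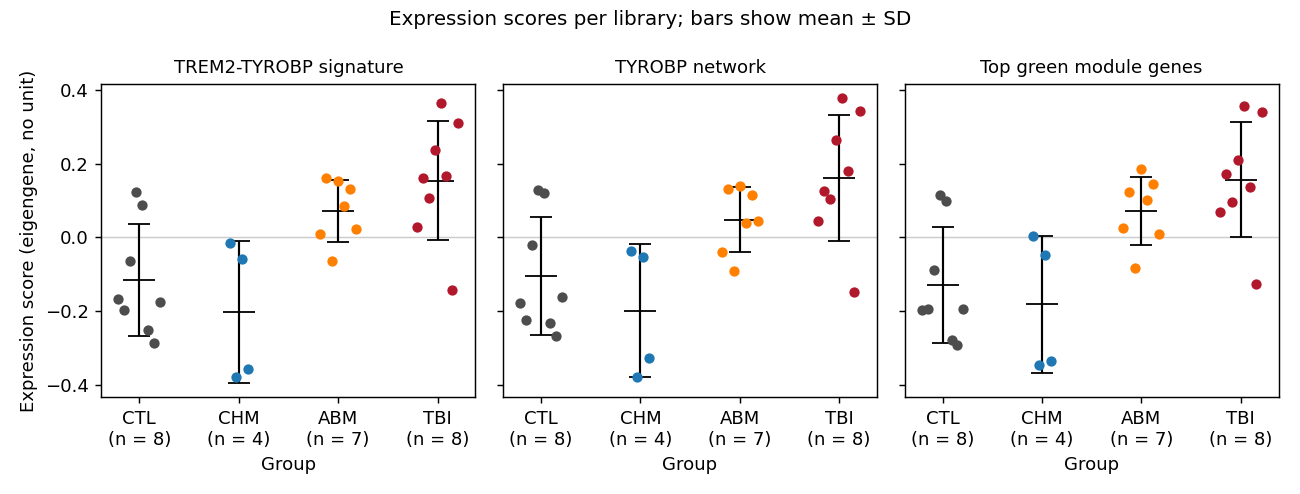
Eigengene scores (no unit) of the TREM2-TYROBP signature, the TYROBP network and the top green module genes on the vertical axes, by group on the horizontal axes. Each dot is 1 library, and the bar and whiskers are the mean and SD of the group: 5 of 8 TBI and 3 of 7 ABM libraries lie above the highest unirradiated library in the signature score.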

As expected, gene expression scores for the 23-gene *TREM2-TYROBP* signature were enriched in the ABM and TBI groups compared with the CTL and CHM groups (Figure 5B) and were strongly and positively correlated with HbA1c (*r* = 0.60, *P* < 0.001) and WHR (*r* = 0.68, *P* < 0.0001) and negatively correlated with HDL (*r* = –0.58, *P* < 0.001; Figure 5C). ANCOVA examining *TREM2-TYROBP* expression across groups while controlling for age showed a significant group effect (*P* = 0.00063), while age was not significant (*P* = 0.064). Enrichment of select components of the network in the TBI and ABM groups was confirmed by qPCR (Supplemental Figure 6B, *P* = 0.0051 for group effect on rank-transformed mixed effects model; FDR-adjusted *P* = 0.052 for ABM versus CHM; *P* = 0.002 for TBI versus CHM; *P* = 0.007 for TBI versus CTL).

The *TREM2-TYROBP* network was originally described in an analysis of central regulators of gene expression in the brains of patients with Alzheimer’s (43); however, increasing evidence also supports activity of this pathway in SAT, with associated adverse metabolic outcomes. In the DioGenes (44) and METSIM (45) studies of overweight or obese participants, SAT expression of components of the *TREM2-TYROBP* network was found to correlate with clinical measures of insulin resistance (Supplemental Tables 12 and 13). In another study of obese adolescents with MRI-based measurements of VAT and SAT depot sizes, participants with more VAT showed decreased insulin sensitivity and increased macrophage infiltration and expression of NLRP3 inflammasome–related genes in SAT biopsies (46). Overall, *TREM2-TYROBP* network activity in SAT appears to be linked to impaired systemic glucose homeostasis, possibly through disruption of the endocrine function of adipose, which includes secretion of signaling molecules or adipokines that regulate global homeostatic processes such as insulin sensitivity. We profiled a number of known adipokines (Supplemental Figure 6C) and observed a qualitative decrease in serum adiponectin (Figure 6A) and a statistically significant increase in PAI-1 in the ABM and TBI groups (Figure 6B). Although leptin levels were not different among the groups, the leptin/adiponectin ratio, which has been shown to be a predictor of metabolic syndrome (47) and insulin resistance (48), was significantly increased in the TBI group and trending upward in the ABM group (Figure 6C). These changes may explain the early phenotype of insulin resistance in the TBI and ABM groups (Figure 1, F and G), as adiponectin improves insulin sensitivity (49), while PAI-1 promotes insulin resistance (50). As with the clinical metrics associated with worse metabolic health, adiponectin and PAI-1 levels are also correlated with the *TYROBP* network (Figure 6, D and E) and green module (Supplemental Figure 6D) expression in the expected directions.

## Discussion

We report here the first study to our knowledge of the late response of human adipose tissue to therapeutic radiation for childhood cancer. This response constitutes an important mechanistic link between the pathophysiology of RT-induced injury to normal tissue and the clinical observation that many childhood cancer survivors treated with TBI or abdominal RT suffer increased risk of cardiometabolic diseases such as DM (4, 6, 7). Although significant efforts have been made to deintensify childhood cancer treatments to decrease the risk of late effects, there remain sizeable populations of high-risk patients who will require more intensive treatments (51, 52). Understanding the molecular and cellular mechanisms driving development of late effects in this patient population will enable early identification of those at risk and implementation of interventions to prevent progression to debilitating disease.

RT-induced injury to the adipose tissue, a major endocrine organ, has received comparatively little consideration as a mechanism for the development of DM, despite animal data suggesting that RT exposure reduces the proliferative capacity of preadipocytes (12) and leads to adipose tissue macrophage accumulation (14), changes that have been linked to systemic insulin resistance in animal models and human patients (53–55). Our data expand these findings by characterizing a diverse macrophage population in irradiated SAT that is composed of cells with both proinflammatory and tissue-remodeling functions (Figure 4D). This macrophage population is marked by upregulation of the *TYROBP* network (Figure 5A), a damage-response pathway first implicated in the control of amyloid plaques by microglia in Alzheimer’s disease (24). More recent work has uncovered additional roles for this pathway in the clearance of dying adipocytes in obese VAT (56). Although our data do not reveal the triggering signal for *TREM2-TYROBP* activation in irradiated adipose, the persistence of this pathway in the TBI and ABM groups suggests ongoing tissue injury and immune remodeling, with negative consequences for normal adipose function, including altered secretion of adipokines such as adiponectin and PAI-1 that have significant roles in regulating systemic insulin responsiveness. In particular, we observed decreased adiponectin and increased PAI-1 levels in the TBI and ABM groups (Figure 6, A and B), which could explain their emerging phenotype of insulin resistance (Figure 1, F and G) (49, 50). PAI-1 is additionally linked to the development of atherosclerotic plaques and coronary artery thrombosis (57); thus, the increased levels seen in the TBI and ABM groups could explain the increased risk of cardiovascular disease seen in similar cohorts of childhood cancer survivors (4).

Notably, while SAT is thought to secrete the majority of circulating adiponectin (58), PAI-1 is secreted primarily by VAT (59) but is also increased in SAT of obese patients (60). Therefore, the increased circulating levels of PAI-1 in the TBI and ABM groups could indicate expansion of VAT, increased secretion by SAT as it takes on more VAT-like properties, or both. Although not profiled in this study, the VAT of childhood cancer survivors who received TBI or abdominal RT may also become dysfunctional. One hypothesis for the pathogenesis of metabolic syndrome is exhaustion of existing adipose tissue capacity to accommodate caloric excess, leading to ectopic deposition of lipids and subsequent development of insulin resistance (61). As DM can develop in the absence of obesity in childhood cancer survivors (6), an analogous mechanism of adipose dysfunction, albeit from RT instead of caloric excess, could explain the glucose dysregulation observed in survivors treated with abdominal RT or TBI.

Although the inciting events leading to adipose dysfunction are different between childhood cancer survivors and obesity in the general population, our data show that they converge on similar molecular and cellular signatures, including macrophage infiltration (54) and activation of the *TREM2-TYROBP* network (44–46). Intriguingly, the highest BMI of our study cohort occurred in the CTL group, and this participant consistently behaved more similarly to the TBI and ABM groups compared with other CTL or CHM participants, including on scores of green module and *TREM2-TYROBP* network expression, although the macrophage cell fraction was not elevated. Given the cross-sectional nature of our study with sampling from only 1 time point fairly distant (>20 years) from completion of RT, we cannot rule out events occurring early after treatment that would be specific to RT-induced injury and only later converge on the more common pathways of adipose dysfunction that lead to insulin resistance. These early processes may include radiation-induced tissue hypoxia (62) and extracellular matrix remodeling (63), both of which have also been implicated in the pathogenesis of adipose tissue dysfunction (64).

Our study has a number of limitations, primarily a small and heterogeneous population, which may limit the generalizability of the findings. 

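Over the 111 top green module genes, the ABM fold changes were set against the TBI fold changes on the log2 scale. A slope through the origin that allows equal error in both (Deming) was 0.69 against CTL and 0.74 against CHM. This slope is fitted across genes, which are not independent replicates. The change was smaller in ABM than in TBI for 109 of the 111 genes against either group. Comparisons with the same libraries share their chance values, so the slope was also computed on log2 CPM values for 10000 shuffles of the libraries. It was 0.75 against CTL and 0.79 against CHM in the real groups, and the median of the shuffles was 0.74 and 0.89, with 95% of the shuffles between -9.17 and 10.8 and between -5.42 and 8.84. The mean of the 111 genes was higher in TBI than in ABM by 0.38 on the log2 scale, which a two-sided exact permutation test of the 8 TBI and 7 ABM libraries could not tell from chance (p = 0.271). With each library left out in turn, the slope stayed between 0.59 and 0.77 against CTL and between 0.66 and 0.81 against CHM.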

In general, we found larger effect sizes in the TBI group compared with the ABM group, and this could be a result of the uncertainty of sampling irradiated adipose in the ABM group or of the physiologic action of other tissues that are irradiated in TBI, such as the hypothalamic-pituitary axis or pancreas, on adipose function and overall metabolic health. Finally, RT treatment techniques have changed significantly within the past 10–15 years, with increasing usage of conformal fields and proton therapy, possibly limiting the applicability of our findings to future cohorts of survivors. However, adipose appears to be a radiosensitive tissue, based on prior animal studies (12) and our data showing profound and chronic gene expression changes even after receipt of the low doses used in TBI. Current RT-planning practice does not give special consideration for minimizing RT dose to adipose; therefore, our findings will likely remain clinically relevant.

The goal of this study was to identify molecular changes in irradiated abdominal adipose to serve as foundational data for hypothesis generation and future validation in prospective cohorts. Future work profiling earlier changes in irradiated adipose can uncover the pathogenic mechanisms that lead to the molecular changes we observed. Orthogonal studies such as MRI or CT determination of individual adipose depot sizes and core biopsies to determine the tissue architecture of irradiated adipose will enable better understanding of changes in adipose biology at different scales. Finally, mechanistic studies using mouse models can confirm the specific molecular pathways that link RT adipose injury to the development of cardiometabolic disease, with the eventual goal of targeting these pathways therapeutically to alter the disease course.

## Methods

### Subject recruitment and procedures.

Patients followed in the MSKCC Long-Term Follow-Up Clinic were screened for eligibility prior to scheduled clinic visits. Adult (≥18 years of age) survivors of childhood cancer who had completed treatment 2 or more years prior to enrollment were eligible. Treatment consisted of either exposure to abdominal RT (ABM, *n* = 51) or TBI (*n* = 64) in conjunction with chemotherapy, or chemotherapy alone with no RT exposure (CHM, *n* = 45). RT to other sites was allowed in the ABM and TBI groups. A control group (CTL) of healthy volunteers (*n* = 16) was recruited by the Rockefeller University Hospital. Exclusion criteria (designated “medical contraindication” in Figure 1A) included BMI ≥ 30 kg/m^2^; diagnosis of DM; pregnancy; current use of adipose-altering medications (insulin, thiazolidinediones, atypical antipsychotics, topiramate, or stimulants), anticoagulants, NSAIDs, or aspirin; HbA1c > 6.5%; platelet count, PT, and PTT outside normal limits; and known symptomatic coronary artery disease. Subjects were also excluded if they had inadequate SAT for biopsy as determined on physical exam. Power calculations determined that 40 subjects (10 per group) were needed to provide 80% power at 5% significance to detect moderate-to-large effect sizes in ANOVA models, assuming that the average coefficient of variation was 70%. The protocol was opened in June 2017, and the last subject was enrolled in January 2020 before the principal investigators decided to proceed with data analysis, given slow accrual. At that point, 35 subjects had enrolled.

During a single clinical visit after an overnight fast, participants underwent venipuncture to obtain blood samples for complete blood count (CBC), prothrombin time/partial thromboplastin time (PT/PTT), lipid panel, HbA1c, fasting glucose, and high sensitivity C-reactive protein (hsCRP). Additional serum and plasma samples were banked for later investigational testing. Body composition (percent lean and fat mass) was measured using a BodPod air plethysmograph (COSMED); 2 CTL subjects did not complete this measurement due to equipment malfunction and were excluded from analyses of body fat and lean mass composition. Biopsy of the abdominal SAT was performed under local anesthesia through a small incision in the lower abdomen, followed by aspiration of 2–3 g of tissue with a 4 mm blunt-end liposuction needle. Patients were discharged after biopsy and monitored by telephone for postprocedure complications, which were minor (primarily bruising, discomfort) and resolved without sequelae.

### RNA isolation and sequencing.

RNA was extracted from frozen adipose tissue with Trizol (Invitrogen) and purified with RNAeasy columns (Qiagen). RNA integrity number (RIN) was measured with a bioanalyzer (Agilent). Library preparation was performed by the Rockefeller Genomics Resource Center using 100 ng of total RNA and the TruSeq Stranded Total RNA Library Prep Kit with Ribo-Zero Human/Mouse/Rat (Illumina). Libraries were prepared with unique barcodes and pooled at equal molar ratios. The pool was denatured and sequenced on an Illumina NovaSeq 6000 sequencer using v.1.5 reagents, an S1 flow cell, and NovaSeq Control Software v.1.7.0 to generate 50 bp paired-end reads, following the manufacturer’s protocol. The sequencing data for 27 of the 30 participants are available from GEO, accession GSE184148; 2 CHM and 1 CTL participants declined to have their data shared publicly.

### RNA-seq data processing and differential expression analysis.

Sequencing reads were aligned and quantified using Salmon (v.0.8.2) (65). Differential gene analysis was performed using DESeq2 (17) (R package v.1.20.0) with default negative binomial modeling and Wald’s test with a significance cut-off of adjusted *P* < 0.05. For all downstream applications (WGCNA, QuSAGE, cell type deconvolution) requiring normalized read counts, results from the variance stabilized transformation (VST) algorithm implemented in DESeq2 were used. The R packages volcano3D (18) and EnhancedVolcano (66) were used to plot 3-way and pairwise gene expression comparisons, respectively. Pairwise volcano plots were generated using direct output from DESeq2. For 3-way comparisons, the likelihood ratio test was used as the statistical test for between-group difference.

### GO analysis.

GO enrichment was performed with topGO (67) (v.2.42.0) using Fisher’s exact test. Enrichment scores are taken to be –log_10_(raw *P* value) of each term.

### WGNCA and QuSAGE.

The WGCNA (19) R package (v.1.70.3) was used to construct modules of correlated gene expression in a blockwise manner to reduce computation time. Correlation was calculated using the “bicor” algorithm implemented in the package and a soft thresholding power of 24 (empirically determined) to reach scale-free topology. The module eigengenes calculated by the package function “moduleEigengenes” were used as module expression scores where indicated, and this function was adapted to calculate aggregate expression for other groups of genes such as those comprising the *TREM2-TYROBP* network. QuSAGE (20) (R package v.2.24.0) was performed using the WGNCA modules as gene sets or the C2 canonical pathways from MSigDB (40) and compared the ABM and TBI subjects together (RT group) against the CTL and CHM subjects together (non-RT group). Individual gene enrichment scores or “activities” in QuSAGE are calculated as mean fold changes between comparison groups. Top genes are considered as those whose lower bound of the 95% CI around the gene enrichment score is greater than the mean enrichment score of the entire module, which is the pathway enrichment score.

### Cell type deconvolution.

The normalized count matrix from the scRNA experiment published in Vijay et. al (25) was downloaded from GEO (accession number GSE136230). Seurat v.4.0.1 (68) was used to cluster the subset of cells isolated from SAT, using the first 25 principal components and a resolution of 0.75. Cluster markers were obtained from the “FindAllMarkers” function with a requirement of marker expression in at least 25% of cells in a cluster. Cluster identities were verified against identities published in Vijay et al. (25) and automated annotation using SingleR (v.1.4.1) (69) and the Encode and Human Primary Cell Atlas databases (70–72). Comparisons of the Vijay clusters (25) and our reclustering results are shown in Supplemental Table 8. The cluster-annotated normalized count matrix was forwarded to CIBERSORTx (26) to calculate an adipose tissue signature matrix. The bulk RNA-seq data (VST-normalized) was then deconvoluted against this matrix using the recommended S-mode batch correction. The resulting cell fraction data were modeled using the aligned rank transformation method for repeated measures with interaction (73), which was appropriate given that the fractions sum to unity and are thus not entirely independent. FDR-adjusted *P* values for post hoc pairwise comparisons were calculated using estimated marginal means and are listed in Supplemental Table 9. The FDR was calculated using only group comparisons within each cell type, instead of possible pairwise comparisons within the data.

### Macrophage subcluster deconvolution.

The cells from clusters *m1* and *m2* were subsetted from the larger data set and clustered at resolution 0.35 using the first 15 principal components, which resulted in 7 clusters. Cluster markers were obtained from the “FindAllMarkers” function with a requirement of marker expression in at least 25% of cells in a cluster; these are listed in Supplemental Table 10. Repeated clustering at resolution 1.0 resulted in 12 clusters, which did not result in separation of cluster *M-A* markers (Supplemental Figure 5C) into different clusters (Supplemental Figure 5D), suggesting that using resolution of 0.35 did not result in underclustering. Cell type annotation of the single-cell count matrix was updated with the macrophage subcluster identities *M-A* to *M-G* in place of *m1* and *m2* identities. CIBERSORTx was repeated with this annotation with the same settings as above. The resulting macrophage fractions were plotted and tested for differences among the groups using the Kruskal-Wallis test, followed by the Dunn test for post hoc comparisons with FDR adjustment. Results are listed in Supplemental Table 11. The Kruskal-Wallis test was selected, as the macrophage fractions did not follow a normal distribution. Aligned rank transformation was not used, given that multiple macrophage clusters had no representation in a large number of samples, resulting in a large number of ties and increased type 1 errors for the aligned rank method.

### qPCR.

cDNA was synthesized from 1 μg of RNA using the High Capacity cDNA Reverse Transcription Kit (Applied Biosciences). Of note, 2 samples (1 from ABM group, 1 from CHM group) did not have sufficient RNA remaining after sequencing to generate cDNA for qPCR, resulting in 28 samples available for analysis. qPCR was performed using Power SYBR Green (Invitrogen) in 384-well plate format on the QuantStudio 6 Flex Real-Time PCR System (Thermo Fisher Scientific). Relative gene expression difference was calculated using the ΔΔCT method normalizing to *EEF2*. Relative expression values of all transcripts reported in Supplemental Figure 4B or Supplemental Figure 6B were modeled as linear mixed effects models with individual samples as a random effect and subject group as a fixed effect. Due to the nonnormal distribution and heteroscedasticity of the data, a rank transformation was performed prior to running the model. Post hoc pairwise comparisons between groups were performed FDR correction on Tukey contrasts.

### Serum adipokine analysis.

Subject serum samples were sent to Eve Technologies for analysis on their Human Metabolic Hormone Array 9-Plex (HDMET9) and Human Adipokine Array 5-plex (HDADK5) assays to profile leptin, adipsin, resistin, lipocalin-2, adiponectin, and PAI-1 levels.

### Statistics.

Analyses were performed in R or GraphPad Prism. Unless otherwise described in the main text or the relevant section of the Methods, 1-way ANOVA with Tukey multitest correction for post hoc pairwise comparisons was used to determine differences among treatment groups. Two-tailed Student’s t test was used for comparison when only 1 groups were relevant (e.g., RT dose in TBI and ABM groups). One-way ANCOVA was performed using type III sum of squares. The underlying statistical models of DESeq2, WGCNA, QuSAGE, topGO, and Seurat were used with default settings unless otherwise indicated. *P* values less than 0.05 were considered significant.

### Study approval.

Written informed consent was obtained from all participants prior to enrollment in the study. This study and all relevant procedures were reviewed and approved by the IRB of both MSKCC (protocol no. 17-314) and The Rockefeller University (protocol no. PCO-0902).

## Author contributions

DNF and PC conceived the study. DNF screened and recruited study participants. JMW performed the abdominal adipose biopsies. XH and OAM performed in vitro experiments. XH analyzed the data and performed bioinformatic and statistical analyses. TSC and JDL assisted with bioinformatic analyses. CSJ provided statistical analyses. ET provided intellectual input. XH and PC wrote the manuscript with input from all authors.

## Supplementary Material

Supplemental data

ICMJE disclosure forms

Supplemental tables 1-13

## Figures and Tables

**Figure 1:**
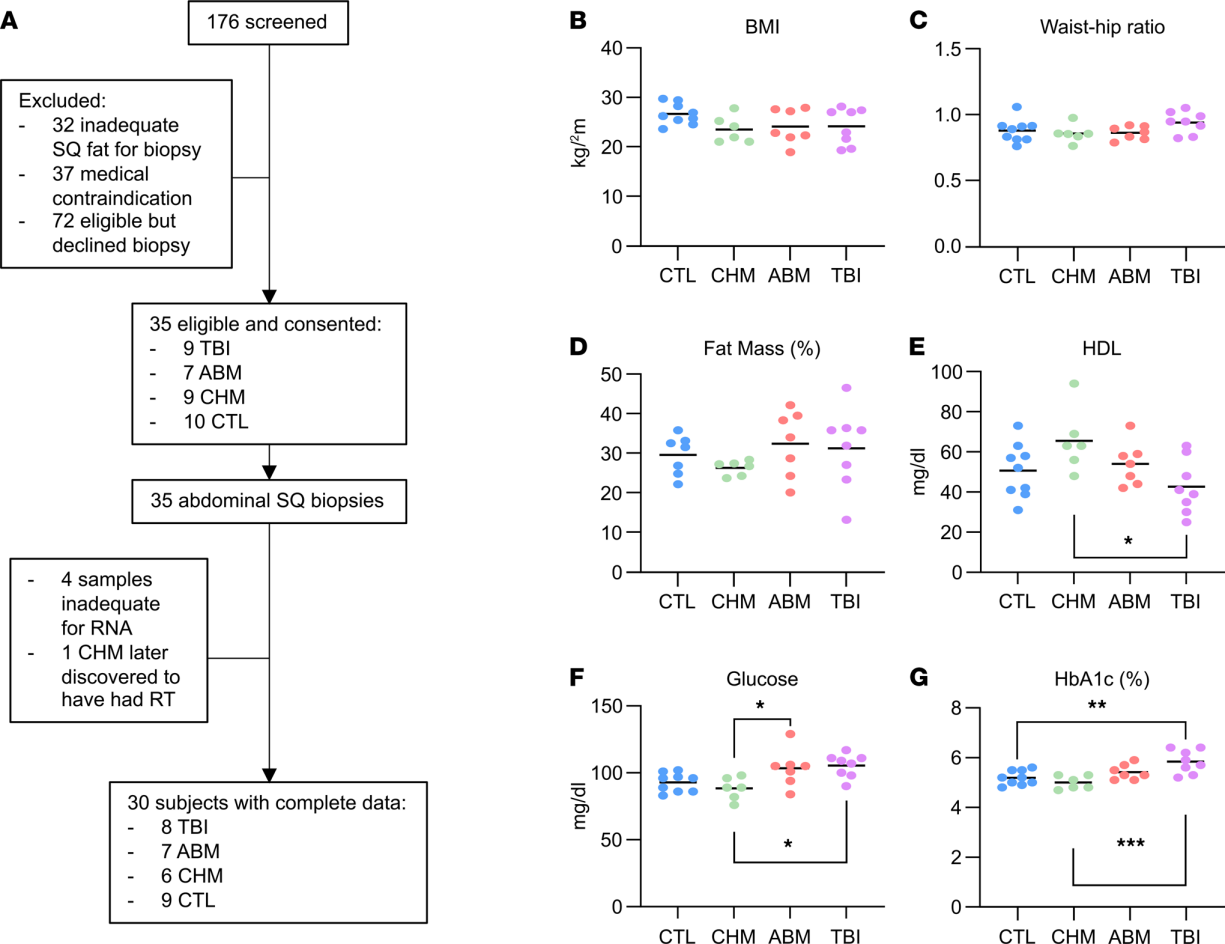
Study schematic and participant characteristics. (**A**) Participant flow diagram. (**B**–**G**) BMI, waist/hip ratio, fat mass %, fasting serum high density lipoprotein (HDL), fasting serum glucose, and glycated hemoglobin (HbA1c) measurements in CTL (*n* = 9, except **D**, which is missing 2 subjects), CHM (*n* = 6), ABM (*n* = 7), and TBI (*n* = 8) groups. *P < 0.05; **P < 0.01; ***P < 0.001 on 1-way ANOVA with Tukey’s multitest correction for post hoc pairwise comparisons.

**Figure 2:**
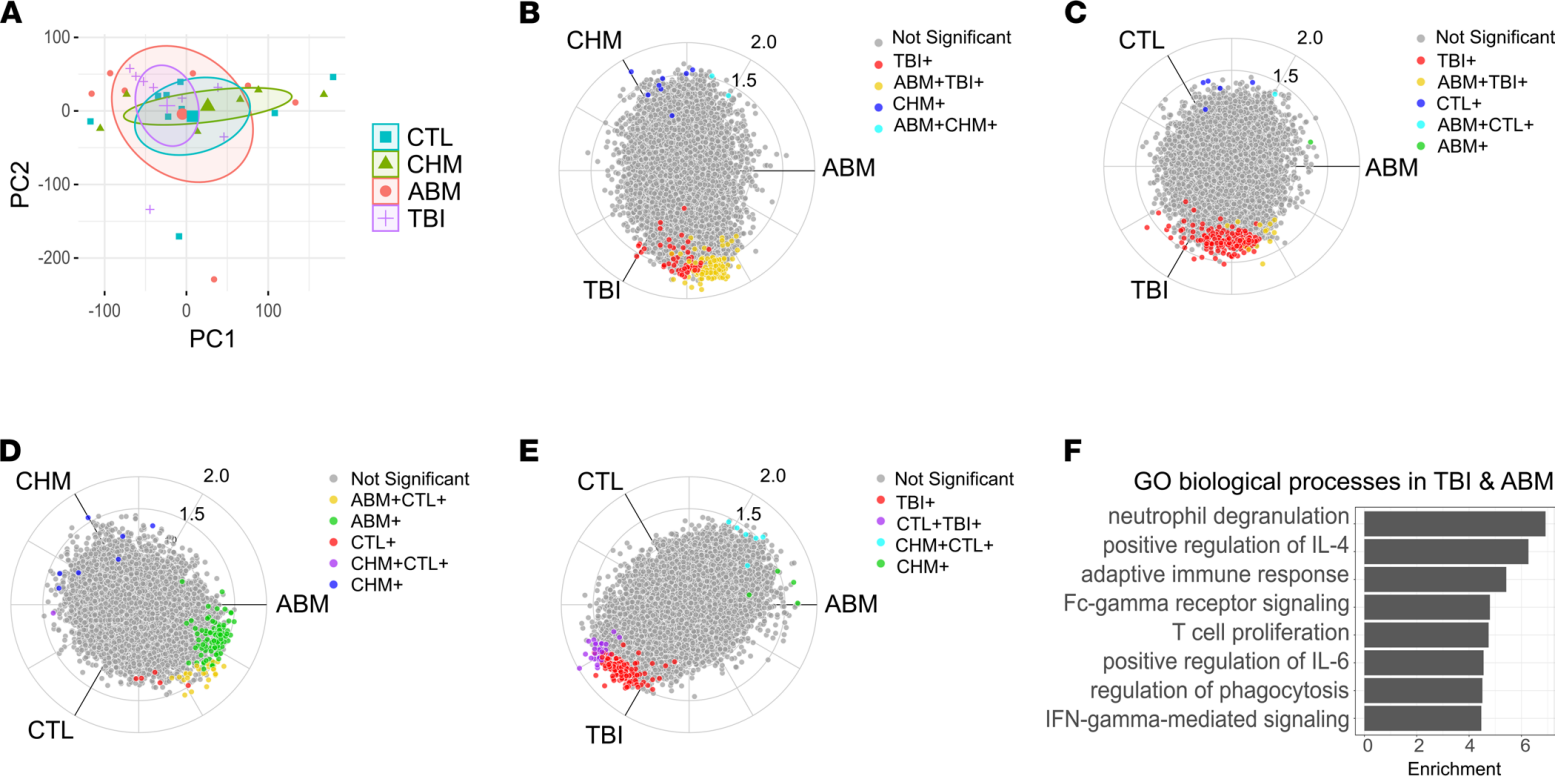
Gene expression signatures of irradiated adipose tissue. (**A**) Principal component analysis of RNA-seq results. Ellipses show 95% CI. (**B**–**E**) Polar-coordinate volcano plots comparing TBI, ABM, CHM; TBI, ABM, CTL; ABM, CHM, CTL; and TBI, CHM, CTL groups. Individual genes are represented as points. Radial coordinates of each gene are calculated based on the gene’s expression *Z* score in each of the subject groups labeled on the radial axes; proximity to an axis indicates increased expression in the group indicated on that axis. Colored points indicate significantly upregulated genes in the labeled subject groups; significance is determined by a *P* value cutoff of 0.01 using the likelihood ratio test implemented in DESeq2. (**F**) Gene ontology (GO) enrichment analysis of genes upregulated in both TBI and ABM groups, scored as –log_10_ of the adjusted *P* value from topGO.

**Figure 3:**
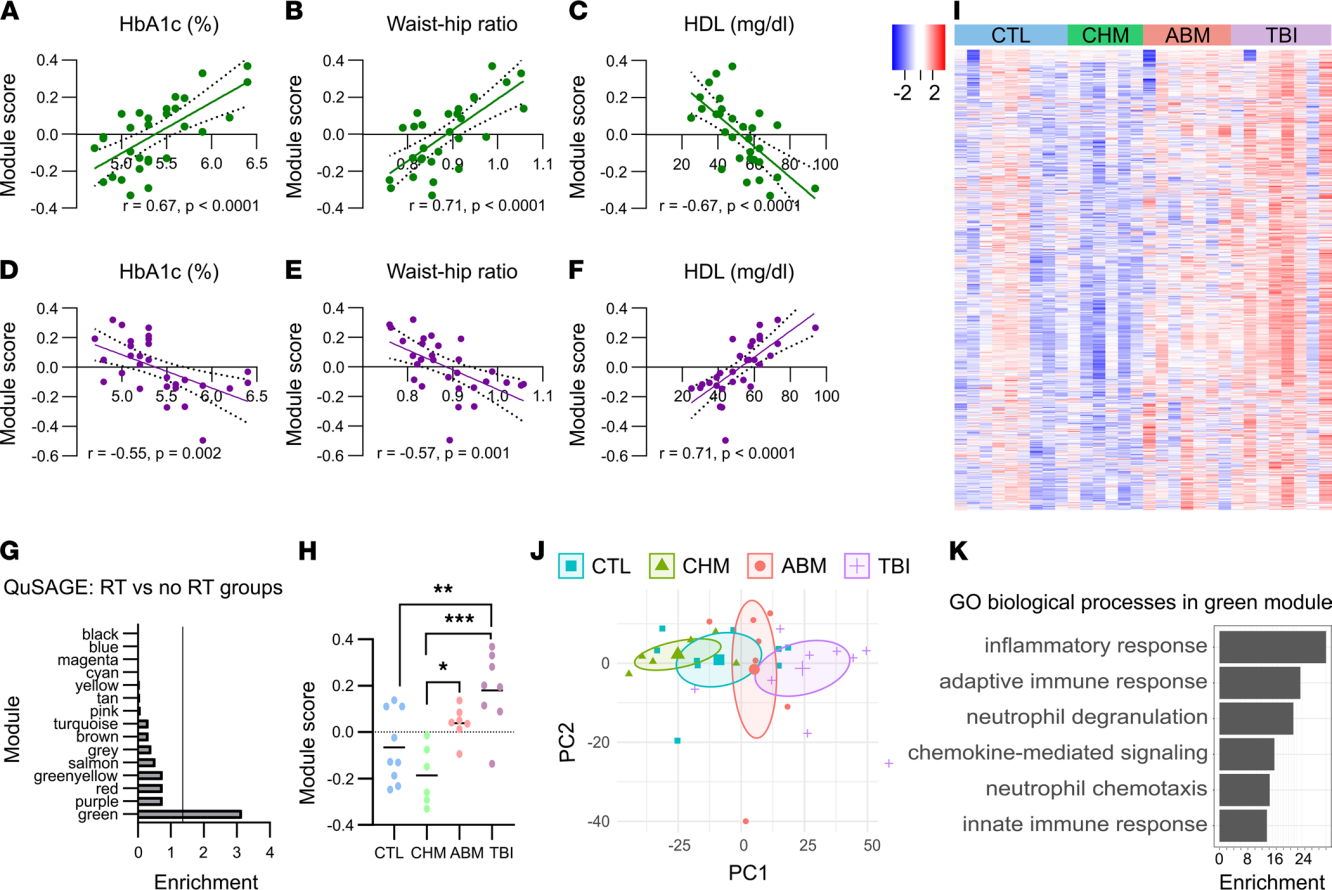
WGCNA modules associate with metabolic health. (**A**–**C**) Correlation of green module expression with HbA1c, waist/hip ratio, and HDL across all subjects. (**D**–**F**) Correlation of purple module expression with HbA1c, waist/hip ratio, and HDL across all subjects. (**G**) QuSAGE enrichment scores (–log_10_ of the FDR-adjusted *P* values) for each WGCNA module in the comparison of subjects who received RT (TBI and ABM groups) with those who did not (CTL and CHM groups). Cutline corresponds to *P* = 0.05. (**H**) Green module scores (calculated from WGCNA’s eigengene function; *P < 0.05, **P < 0.01, ***P < 0.001 on 1-way ANOVA with Tukey’s multitest correction for post hoc pairwise comparisons). (**I**) Heatmap of green module gene expression. (**J**) Principal component analysis of gene expression matrix restricted to only green module genes. Ellipses show 95% CI. (**K**) Gene ontology (GO) enrichment of green module genes, scored as –log_10_ of the adjusted *P* value from topGO.

**Figure 4:**
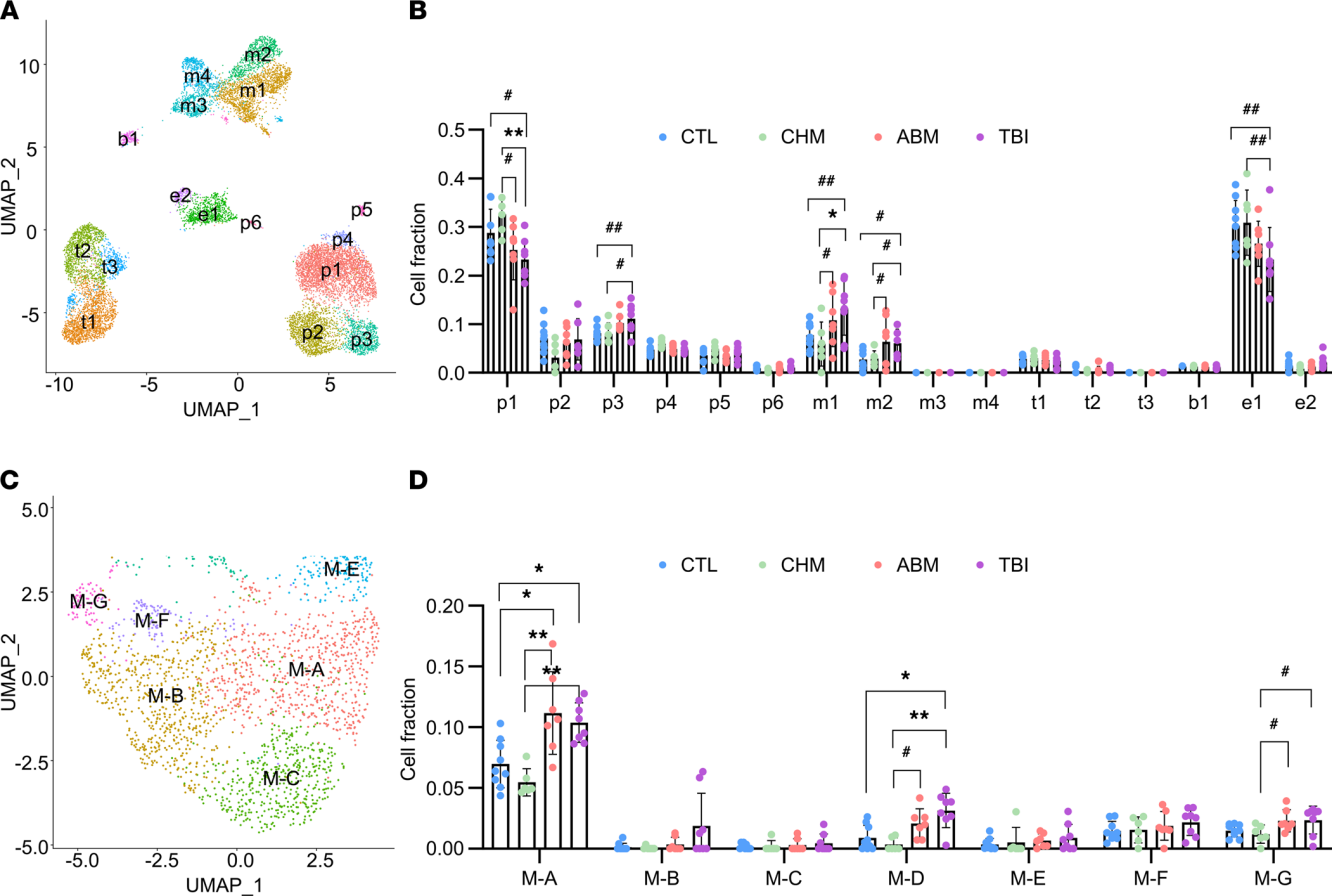
Cell type deconvolution. (**A**) UMAP of Seurat clustering of SAT cells from Vijay et al. (25). *p*, progenitor; *m*, myeloid; *t*, T cell; *b*, B cell; *e*, endothelial clusters. (**B**) CIBERSORTx deconvolution of bulk RNA-seq data using signature matrix derived from clusters in **A**. (**C**) Subclustering of *m1* and *m2* macrophage populations. (**D**) Deconvolution using signature matrix with *m1* and *m2* clusters expanded to the subclusters identified in **C**. Differences among groups in **B** were tested using repeated-measures ANOVA after aligned rank transformation, which showed significant interaction between group and cell type (*P* = 0.0003). FDR-adjusted *P* values for post hoc pairwise comparisons were calculated using estimated marginal means on only group comparisons within each cell type, not all possible pairwise comparisons within the data. Differences among groups in **D** were tested using the Kruskal-Wallis test, followed by the Dunn test for post hoc comparisons with FDR adjustment. ^#^*P* < 0.05, ^##^*P* < 0.01 on post hoc pairwise comparisons without FDR adjustment; *P < 0.05, **P < 0.01 on post hoc pairwise comparisons with FDR adjustment. Data are shown as mean ± SD.

**Figure 5:**
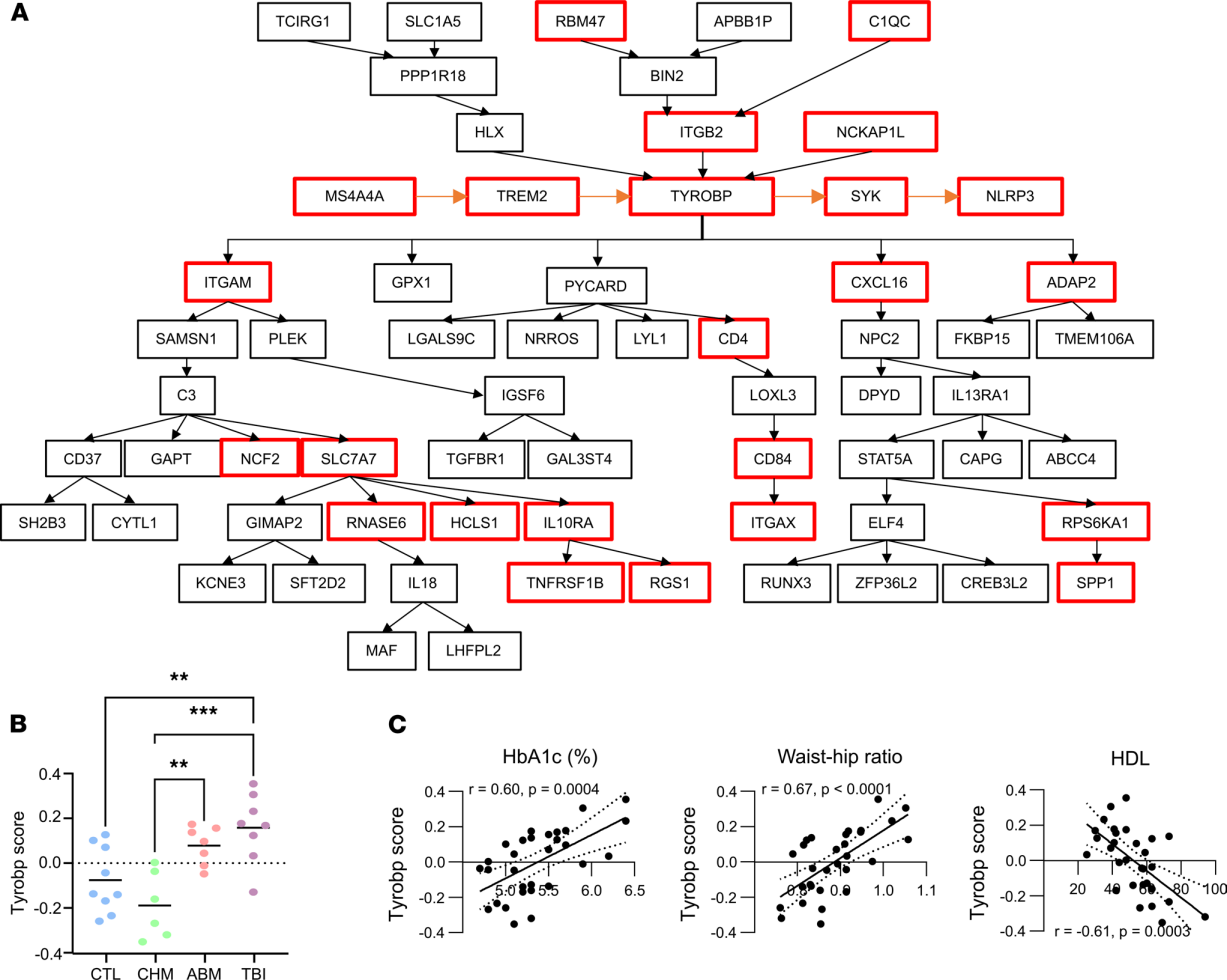
*TREM2-TYROBP* network expression. (**A**) *TYROBP* causal network. The original annotation of this network (nodes and connectivity) is shown in black (43, 74), with red outlines for genes that were upregulated in the TBI and ABM groups. Additional connectivity inferred from the literature (24, 42) is shown in orange. (**B**) Expression score of the 23 genes of the *TREM2-TYROBP* network upregulated in TBI and ABM subjects. **P < 0.01, ***P < 0.001 on 1-way ANOVA with Tukey multitest correction. (**C**) Correlation of *TREM2-TYROBP* network expression scores with HbA1c, WHR, and HDL.

**Figure 6:**
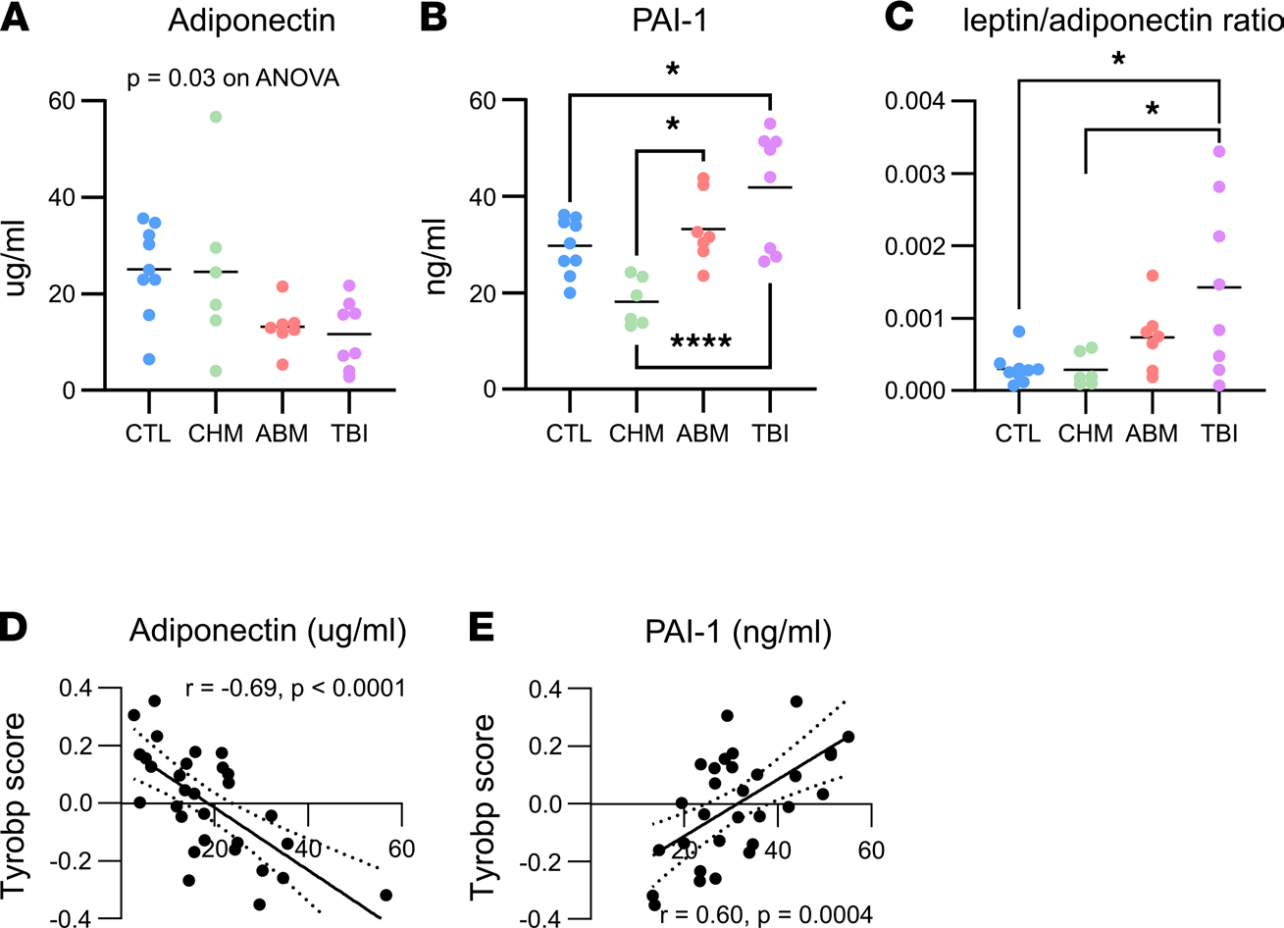
Dysregulated adipokine secretion. (**A** and **B**) Serum adiponectin (**A**) (*P* = 0.03 on 1-way ANOVA; no significant post hoc pairwise comparisons) and PAI-1 levels (**B**) (*P < 0.05, ****P < 0.0001 on one-way ANOVA with Tukey’s multi-test correction). (**C**) Leptin-adiponectin ratio. *P < 0.05 on 1-way ANOVA with Tukey multitest correction for post hoc pairwise comparisons. (**D** and **E**) Correlation of *TREM2-TYROBP* network expression scores with serum adiponectin and PAI-1 levels.

**Table 1:**
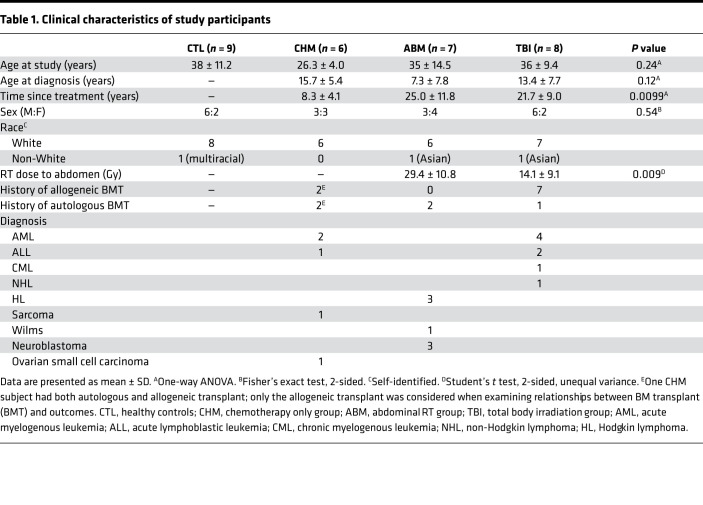
Clinical characteristics of study participants

How the deposited data were processed for this re-analysis (not part of the article)

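RNA-seq of abdominal SAT was reanalysed for 27 participants, 8 of the CTL group, 4 of the CHM group, 7 of the ABM group and 8 of the TBI group, with 1 library each. Libraries are named here by their group and a number within it, such as CTL-1, and the numbers do not pair participants across groups. The values are the estimated counts that the authors deposited: they extracted total RNA, made libraries, sequenced paired-end reads and quantified them with Salmon, and gave 1 value per NCBI Gene ID and library. The values are whole numbers, sum to a different total in each library and carry no normalization. The paper's text does not name the genome build, the annotation, or the step that summed transcripts to genes. No read was realigned.

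Total counts per library ran from 27678589 to 46128426, and 22332 genes had a count in at least 1 library. The filter on low counts (filterByExpr, by group) kept 18339 of these, and 15574 genes had at least 10 counts in every library. A count of 0 in a library allows up to 3 counts, and such limits cover counting error only. Libraries of a group were checked for duplicates: the counts of no pair were identical, and the closest pair differed by a chi-square of 40.4 per degree of freedom, where counting error alone gives about 1. All columns of per-sample values were used.

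Groups were compared with edgeR (version 4.0.16, R 4.3.3), with TMM factors, a negative binomial model of all 4 groups without covariates, and the quasi-likelihood F test with its default settings in this version. The p-values were adjusted by the Benjamini-Hochberg method over the genes tested, and genes were counted at an adjusted p under 0.05. For RT against non-RT, the TBI and ABM libraries were pooled and compared with the pooled CTL and CHM libraries, as the paper did for QuSAGE. For genes upregulated in both TBI and ABM, the test over 3 groups had 2 degrees of freedom and a threshold of 0.01. Per-gene p-values of edgeR, DESeq2 and limma are from models fitted across all genes, and all tests are two-sided. Expression in single libraries is given as CPM or as log2 CPM with a prior count of 2.

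Scores of gene lists are eigengenes over the 27 libraries of values from the variance stabilizing transformation of DESeq2 (version 1.42.0), each gene scaled to unit variance, with the sign set by mean expression. Differences of group means were tested by exact permutation of the libraries of the 2 groups, and the p-values were adjusted over the 4 comparisons of an irradiated with an unirradiated group, or over all 92 for the cluster markers. The lists are the TREM2-TYROBP signature, the TYROBP network, the top green module genes of Supplemental Table 7, the genes of Supplemental Table 2, the cluster and subcluster markers of Supplemental Tables 8 and 10, and 13 short lists of marker genes, for macrophages, mature adipocytes, endothelial cells, fibroblasts, T cells, B cells, mast cells, neutrophils, red blood cells, skeletal muscle, keratinocytes, proliferation and immediate early genes. Gene sets were also tested with camera and fry of limma (version 3.58.1). The separation of groups was tested with vegan (version 2.7.1) and 9999 permutations. Models with transplant or year of treatment completion used 100000 permutations of residuals, and these 2 covariates were used in aggregate only.

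These choices were made before the data were examined, together with their alternatives and the genes to be named: every gene that the paper's results or discussion name as a transcript or adipokine (31 genes, of which one is kept in the adjustment over this list but not reported here), the markers of the p1, p3, e1, m1 and m2 clusters, and up to 5 genes with the smallest adjusted p under 0.05 in each comparison of TBI or ABM with CTL or CHM, of which there were 0 with edgeR (between 455 and 2532 genes per comparison had an unadjusted p under 0.05). The alternatives were DESeq2's Wald test with its default settings, the voom method of limma with sample quality weights, no filter or a stricter filter on low counts, upper quartile normalization, a robust quasi-likelihood fit, the replicate number as a factor, surrogate variables from sva (version 3.50.0, 4 estimated and 3 used), only the 2 groups compared, each library left out in turn, and, for scores, a mean of z-scores or log2 CPM values. Alternatives chosen after seeing the data were the newer setting of edgeR's quasi-likelihood fit (legacy = FALSE), counts without the MTRNR2L genes, XIST as a covariate, the 3 libraries of lowest quality weight left out, a mean of group contrasts for RT against non-RT (with either setting of the fit), and a threshold of 0.05 for genes upregulated in both groups with DESeq2 and voom. The results of both settings of the quasi-likelihood fit were known when the text was written, and the default one was kept because it had been chosen first.

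The tests were tested on simulated counts with the means, depths and group sizes of these libraries. In these counts, 200 genes, drawn from those above a limit on mean CPM, were changed by 2 on the log2 scale. Of these 200 genes, edgeR called 199 in TBI against CTL and 188 in TBI against CHM, with 13 and 9 unchanged genes called. DESeq2 called 199 and 195, with 24 and 27 unchanged genes called, and voom 196 and 183, with 10 and 7. All 3 called 0 genes where none had been changed. Simulated genes vary independently of each other, and smaller changes were not simulated. These numbers are therefore not the power of the tests on the real libraries. With random scores, 6.4% of 500 draws had an exact p under 0.05. Where every gene of a simulated list was shifted by 1.5 SD, its eigengene had an exact p under 0.05 in 100% of 200 draws. The genes of these simulated lists were independent, so the score moved by more than 1.5 SD. Genes of the real lists vary together, so this is not the power of the test on the real scores.

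Positions of genes are from GENCODE version 29 on GRCh38, found by Gene ID. The WGCNA modules, the gene ontology and QuSAGE analyses, the single-cell reference and the cell type deconvolution, the qPCR, serum and clinical measures were not analysed here.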

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

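The comparison of these libraries with their quality weights and the removal of the trend on GC content for GPR34 and SELENOP were chosen only after the values were seen. For the named genes, the scores and the share of MTRNR2L counts, 176 sets of the values of 1 group were examined for a library whose gap to the nearest other library is a large part of the range of its group (Dixon's test at the 95% level). There were 9 such values, in 7 libraries, against 8.8 that chance gives.

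Of the 9, 4 are low values of 2 genes in the same 2 libraries. GPR34 was at 2.05 log2 CPM in CTL-2, with the next CTL library at 3.68, and at 2.63 in ABM-1, with the next ABM library at 4.59. SELENOP was at 6.78 in CTL-2, with the next at 8.66, and at 6.82 in ABM-1, with the next at 8.91. With voom, CTL-2 had a quality weight of 0.281 and ABM-1 of 0.147, the weight being 1 for a library of average scatter. On the second principal component, whose loadings follow the GC content of genes, CTL-2 was at -165 and ABM-1 at -219, TBI-2, with a quality weight of 0.308, at -130, and the other 24 libraries between -32.3 and 53.1. After the trend of each library on GC content and gene length was removed from all genes, 0 of the 4 gaps stayed above Dixon's critical value: as a share of the range of the group, on the variance stabilized scale, they went from 0.527 to 0.304 and from 0.648 to 0.395 for GPR34, and from 0.659 to 0.271 and from 0.715 to 0.413 for SELENOP, in CTL and ABM. A difference in GC bias between libraries is therefore a candidate explanation of these low values. What brought about such a bias, for example RNA quality or a batch, was not tested, since neither is given per library, and no biological explanation was tested, since the pattern is in 1 library each of 2 groups. Leaving out the 3 libraries of lowest quality weight, among them these 2, took the number of genes for RT against non-RT from 79 to 0 (2510 at an unadjusted p under 0.05).

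LGALS9 was at 2.10 log2 CPM in CHM-2, with the next of the 4 CHM libraries at 3.50, and at 3.27 in ABM-3, with the next ABM library at 4.07. Their quality weights were 0.681 and 1.95. LGALS9 has near-identical copies in the genome, LGALS9B and LGALS9C, and how the authors' quantification divided reads among them was not tested. HLA-DRA was at 6.71 log2 CPM in TBI-7, with the next TBI library at 7.92. Without TBI-7 there were 165 genes for TBI against CTL and 299 for TBI against CHM in place of 0 (1601 and 2532 at an unadjusted p under 0.05), so this library weighs on more than 1 gene; its quality weight was 0.627. LEP was at 10.81 log2 CPM in CHM-3, the highest of 4 CHM libraries, with the next at 9.32. No biological explanation was tested for these values, since the libraries of a group do not differ in treatment group.

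The MTRNR2L genes took 34.4% of the counts in ABM-7, with the next ABM library at 25.0%. A large share of a few genes lowers the CPM of all others, which TMM normalization takes into account. The share did not explain the higher TYROBP network score of RT libraries, whose permutation p was 0.00061 with the share in the model, and without ABM-7 there were 85 genes for RT against non-RT. What raised the share in this library was not tested.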

How the results depend on the processing

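The quasi-likelihood fit with legacy = FALSE, the counts without the MTRNR2L genes, XIST as a covariate, the fit without the 3 libraries of lowest quality weight, the mean of group contrasts and the threshold of 0.05 with DESeq2 and voom were chosen after seeing the data. Where a result changed and nothing else is said, the cause was not tested.

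The number of genes past the threshold depended on the test. With DESeq2 it was 131 for TBI against CTL, 504 for TBI against CHM, 1 (CYP1A1) for ABM against CTL, 1 (KRT1) for ABM against CHM, 3 for TBI against ABM and 419 for RT against non-RT, where edgeR called 0, 0, 0, 0, 0 and 79. Of the genes upregulated in both TBI and ABM, DESeq2 called 8 against CHM and 1 against CTL at 0.01, and 30 and 8 at 0.05, where edgeR called 0 (423 and 235 genes had an unadjusted p under 0.05). With voom the numbers were 401 for TBI against CTL, 807 for TBI against CHM, 2 for TBI against ABM, 739 for RT against non-RT, and 14 and 3 (E2F1, NHSL3 and SERINC2, named after their values were seen) for both groups at 0.05.

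The 79 genes of RT against non-RT, whose adjusted p-values start at 0.0462, became 0 without the filter on low counts (2341 at an unadjusted p under 0.05), 35 among genes with at least 10 counts in every library, 1 (CYP1A1) with surrogate variables, 164 with legacy = FALSE, 0 without the MTRNR2L genes (2013 unadjusted), 139 with XIST as a covariate, 0 without the 3 libraries of lowest quality weight (2510 unadjusted) and, as a mean of group contrasts, 0 (2129 unadjusted) with the default setting and 61 with legacy = FALSE. They were 108 with upper quartile normalization and 88 with the robust fit. With legacy = FALSE, CYP1A1 was also called in TBI against CTL (1 gene) and in ABM against CTL (1 gene). The fit of only the 2 groups compared called 1 gene in TBI against CHM, ESR1 (log2 fold change -1.52), and XIST as a covariate called 1 in TBI against CTL, TFCP2L1 (1.86), both named after their values were seen.

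The numbers of the libraries do not pair participants. Over 34 pairs of libraries of 2 groups with the same number, the residuals had a median correlation of -0.00487, with 12 pairs over 0.1, and over 234 pairs with different numbers a median of -0.0228, with 90 pairs over 0.1. With the number as a replicate block, 1 gene passed in TBI against CHM, COL6A6 (log2 fold change -3.51, named after its values were seen), and 100 in RT against non-RT.

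With each library left out in turn, the counts ran from 0 to 165 genes for TBI against CTL, from 0 to 299 for TBI against CHM, from 0 to 1 for TBI against ABM and from 0 to 365 for RT against non-RT. For TBI against CTL they were 165 without TBI-7, 2 (FCGBP and PANX2) without CTL-4, 1 (PRG4) without CHM-1 and 0 in 24 fits. For TBI against CHM they were 299 without TBI-7, 9 without CHM-1, 2 (DSG1 and FLG2) without CHM-3, 1 (SLC16A5) without ABM-1 and 0 in 23 fits. For TBI against ABM there was 1 gene, CECR2, without TBI-7. For RT against non-RT they were 365 without CTL-4, 326 without TBI-7, 294 without CTL-5, 221 without ABM-3, 145 without ABM-1, 85 without ABM-7, 33 without TBI-3, 27 without ABM-2, 24 without ABM-5, 1 (SERINC2) without CHM-1 and 0 in 17 fits. Genes behind counts of 5 or fewer are named here after their values were seen.

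The scores of the TREM2-TYROBP signature and the top green module genes kept their direction and an adjusted p under 0.05 in the 4 comparisons with a mean of z-scores, with log2 CPM values, with camera, fry and XIST as a covariate, and with each library left out. The study picked the genes of these 2 scores on these samples and found the TYROBP network from genes that differ in them, so none of these scores is independent evidence. The TYROBP network score kept its direction and an adjusted p under 0.05 for TBI against CTL under the same alternatives. In ABM against CTL its difference was 0.441 as a mean of z-scores (adjusted exact p = 0.0786) and 0.401 with fry (adjusted p = 0.0681), with adjusted p-values of 1.32e-18 to 0.0786 over its 5 alternatives apart from the fits that left out a library. In those fits it ran from 0.136 to 0.188, and the adjusted exact p was 0.05 or more without CTL-1, CTL-2, CTL-6, CTL-7, CTL-8, CHM-2, ABM-2, ABM-4, ABM-5, ABM-6 or ABM-7, with a highest value of 0.0857. The network score ran from 0.323 to 0.415 in TBI against CHM and from 0.203 to 0.302 in ABM against CHM, each with its lowest value, and an adjusted exact p of 0.0500, without CHM-2.

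Among marker scores, p3 in TBI against CHM was -0.00920 with log2 CPM values and -0.00188 with XIST as a covariate, which also gave 0.0735 for p3 in ABM against CHM and -0.0945 for e1 in TBI against CHM, all against the first direction and with adjusted p-values of 0.713 or more. With each library left out, p1 ran from -0.101 to 0.00536 in TBI against CTL and from -0.0695 to 0.0628 in ABM against CHM, p3 from -0.113 to 0.101 in TBI against CHM, from -0.0339 to 0.0942 in ABM against CTL and from -0.160 to 0.0513 in ABM against CHM, and e1 from -0.0503 to 0.138 in TBI against CHM and from -0.146 to 0.0149 in ABM against CTL. The macrophage scores kept their direction. Against CTL, TBI ran from 0.258 to 0.313 for m1, 0.227 to 0.286 for m2, 0.215 to 0.275 for M-A, 0.202 to 0.284 for M-D and 0.225 to 0.293 for M-G, and against CHM from 0.263 to 0.383 for m1, 0.273 to 0.400 for m2, 0.257 to 0.395 for M-A and 0.246 to 0.386 for M-G. Their adjusted exact p was under 0.05 only without TBI-7 (0.0372, and 0.0492 for M-G against CHM).

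Over the 500 most variable genes group explained 19.3% of the variance (permutation p = 0.0161). The other alternatives, apart from the fits that left out a library, gave permutation p-values of 0.336 to 0.540. With a library left out, the permutation p ran from 0.286 without CHM-3 (13.4% of the variance) to 0.789 without CHM-2 (9.28%). In the model with the year of treatment completion, group had F = 3.82 with the signature score (permutation p = 0.0462) and a permutation p of 0.0513 with a mean of z-scores, against 0.0542 before. Of the named genes, 42 calls were gained and 108 unchanged under DESeq2, voom and the replicate block, and over the fits that left out a library 60 were gained, 104 lost and 1186 unchanged.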

Differences from the paper's values

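The values here are from 27 libraries and the paper's from 30. The paper reports 74 genes past the threshold for TBI against CTL, 1191 for TBI against CHM, 2 for ABM against CTL and 36 for ABM against CHM, and the values here with edgeR's quasi-likelihood test were 0, 0, 0 and 0, with 1601, 2532, 455 and 726 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, voom came within 1.5 times the paper's number for TBI against CHM, with 807, and none did for the other 3 comparisons. DESeq2's Wald test, the test of the paper's methods, gave 131, 504, 1 and 1 genes, and without TBI-7 edgeR gave 165 and 299 for TBI. Of the genes that the paper lists as upregulated in both TBI and ABM in Supplemental Table 2, edgeR called 0 in these comparisons over all genes (66 to 126 had an unadjusted p under 0.05), and DESeq2 called 57 in TBI against CTL and 114 in TBI against CHM.

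For the green module score, the paper's p of group is 0.0027 in the model with time since treatment and 0.0017 in the model with transplant status, and the paper's p of time since treatment is 0.34. Here the p of group was 0.0542 with the year of treatment completion and 0.0115 with transplant, and the p of the year was 0.103, all from permutation tests. The scores of the signature and of the mean of z-scores, both set before the data were examined, did not close these gaps, although the signature score gave a p of group of 0.0462 with the year in the model, on the paper's side of 0.05. The genes of the green module used here are the 111 of Supplemental Table 7, and the paper's module has 1347; no alternative used other genes of the module.

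The log2 fold change of MMP9 in RT against non-RT was 1.67, and the paper's value in Supplemental Table 7 is 2.56. The genes of that table are from QuSAGE, whose gene activities the paper describes as mean fold changes, from variance stabilized values. The value here is from a count model, so the 2 measures are not the same. Of the alternatives set before the data were examined, voom (2.96), the replicate number as a factor (2.05) and the fit without CTL-4 (2.15) came within the replicate error of the paper's value. DESeq2 (1.68) did not.

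In Supplemental Table 2, the log2 fold change of FCGBP in the paper is 0.78 for TBI against CTL, 1.80 for TBI against CHM, 0.44 for ABM against CTL and 0.43 for ABM against CHM, and here it was 2.35, 3.29, 1.68 and 2.61. The paper's values here are those of the row that carries the name of the gene. None of the alternatives set before the data were examined closed these gaps. The log2 fold change of HAVCR2 in the paper is 1.06 for TBI against CTL and 1.44 for TBI against CHM, and here it was 0.74 and 0.89; again none of these alternatives closed the gap. The log2 fold change of NLRP3 for ABM against CHM is 0.98 in the paper and was 0.58 here, and only the fit without CHM-1 (0.74) came within the replicate error.

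In the paper the log2 fold change of FCER1G is 0.89 for TBI against CTL, 1.13 for TBI against CHM and 0.79 for ABM against CHM, and here it was 1.30, 1.75 and 1.32. Of the alternatives set before the data were examined, voom closed the first (1.17) and the last (1.17), and the replicate number as a factor closed the first (1.27) and the second (1.64). So did the fits without CTL-1, CTL-2, CTL-6, CTL-7, CTL-8, TBI-4, TBI-5 or TBI-8 for the first, without CHM-2, CHM-4, TBI-5 or TBI-8 for the second, and without CHM-2, CHM-4, ABM-2, ABM-4, ABM-6 or ABM-7 for the last. DESeq2 did not.

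In the paper the log2 fold change of MS4A4A is 0.45 for ABM against CTL and 0.76 for ABM against CHM, and here it was 0.98 and 1.32. Of the alternatives set before the data were examined, voom (0.76) and the fit without ABM-2 (0.75) closed the first, and the fits without CHM-2 (0.96), CHM-4 (1.11) or ABM-2 (1.10) the second. The log2 fold change of HLA-DRA is -0.011 in the paper for ABM against CTL and was 0.0025 here, both near 0, with the paper's sign under DESeq2 (-0.031) and in 17 of the 27 fits that left out a library. For ABM against CHM the log2 fold change of HLA-DRA is 1.68 in the paper and was 0.99 here, and none of these alternatives closed the gap.

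An order of the genes by NCBI Gene ID was examined after the data were seen. The values of ABM against CHM in Supplemental Table 2 were given to the genes in this order, with the 1 gene without a Gene ID at the place that fits best. Each row of the other 3 columns went to the gene whose ABM against CHM value it implies. Under this assignment, the gaps of these 6 genes in the table close. The paper's log2 fold changes of FCGBP are then 2.15, 3.50, 1.42 and 2.77 in the order above, those of HAVCR2 0.67 for TBI against CTL and 0.90 for TBI against CHM, that of NLRP3 for ABM against CHM 0.65, those of FCER1G 1.25, 1.86 and 1.37, those of MS4A4A 0.89 and 1.37, and that of HLA-DRA for ABM against CHM 0.89, each within its SE of the value here; that of HLA-DRA for ABM against CTL stays at -0.011. The values printed in the rows of these names may thus belong to other genes. Under this assignment the table had Spearman correlations with the values here of 0.98, 0.95, 0.98 and 0.937 across 128 genes, which are not independent replicates. At other places of that 1 gene the correlations went down to 0.353, 0.245, 0.363 and 0.273.

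Some directions and calls also differ. The paper describes a lower share of the p1 and e1 clusters and a higher share of the p3 cluster in both irradiated groups. Here the p1 score was higher in TBI than in CHM by 0.0931 and in ABM than in CHM by 0.0114, the e1 score was higher in these comparisons by 0.0130 and 0.0682, and the p3 score was lower in ABM than in CHM by a difference of -0.0459, none of them beyond the spread of the groups. The paper reports a significant enrichment of the M-A subcluster, whose marker score here had adjusted exact p-values of 0.0848 to 0.102 and of 0.0372 for TBI against CTL and CHM without TBI-7. The paper counts 23 genes in the TREM2-TYROBP signature, and 24 are outlined in Figure 5A and were used here. Of the 4 genes that the paper calls upregulated in TBI and ABM beside the network, SYK alone passed with edgeR over all genes, in RT against non-RT (adjusted p = 0.0462). In TBI against CHM, SYK, NLRP3 and MS4A4A passed with DESeq2 and voom, and SYK and NLRP3 with edgeR without TBI-7. In TBI against CTL, SYK passed with DESeq2 and voom, NLRP3 with voom, and both with edgeR without TBI-7. In RT against non-RT, NLRP3 and MS4A4A passed with DESeq2 and voom. Of the genes that the paper names as top genes of the module, SPP1, MMP9 and TREM2 passed in RT against non-RT with voom and ACP5 and ALCAM with DESeq2 and voom, and SPP1, TREM2 and ACP5 also passed with edgeR without CTL-4, and ALCAM without CTL-5.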

Other observations

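The tests with the XIST level, of a lower share of adipocytes, of PC1 and PC2 against GC content and gene length, of the third principal component, of the order of Supplemental Table 2 and of the proliferation and immediate early genes beside the macrophage markers were chosen only after the result was seen.

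The libraries were also split at random into groups of the same sizes, the real groups included, to see how often other groupings give as many genes. With edgeR, 0 genes passed the threshold in each of the 6 comparisons of 2 groups and for the genes upregulated in both TBI and ABM against CHM and CTL; all 100 splits give at least 0, so these splits decide nothing. At an unadjusted p under 0.05, as many genes as in the real groups were found in 16 of 100 splits for TBI against CTL, 6 for TBI against CHM, 59 for ABM against CTL, 44 for ABM against CHM, 55 for TBI against ABM and 66 for CHM against CTL, and in 8 and 12 of 100 for the genes upregulated in both against CHM and CTL. For RT against non-RT, 2 of 100 splits gave at least 79 genes past the threshold, with 369 in the other one, and 7 of 100 gave at least 1976 at an unadjusted p under 0.05. With DESeq2, only the real groups among 60 splits gave 131 genes or more for TBI against CTL (1 of 60) and 504 or more for TBI against CHM (1 of 60), the largest other numbers being 13 and 44, and 2 of 60 gave 419 or more for RT against non-RT, with 3625 in the other one. At an unadjusted p under 0.05, 5 of 60 splits gave at least the 1872 genes that DESeq2 gave for TBI against CTL, 1 of 60 at least 2957 for TBI against CHM and 8 of 60 at least 2360 for RT against non-RT. With voom, 6 of 60 splits gave 401 genes or more for TBI against CTL, 6 gave 807 or more for TBI against CHM and 10 gave 739 or more for RT against non-RT, and at an unadjusted p under 0.05 it was 7, 6 and 20 of 60. The DESeq2 counts of genes past the threshold, the edgeR count for RT against non-RT and the DESeq2 number for TBI against CHM at an unadjusted p were thus matched in under 5% of the splits, and the voom counts and the other numbers at an unadjusted p in 5% or more.

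The TYROBP network score was higher in RT than in non-RT libraries by 0.245 (permutation p = 0.00051). The tables argue against several technical explanations of this difference. With 1 measure at a time in the model, the permutation p of RT was 0.00086 with library size, 0.00061 with the share of counts of the MTRNR2L genes, 0.00028 with red blood cell genes, 3e-04 with neutrophil genes, 0.00049 with skeletal muscle genes, 0.00027 with keratinocyte genes, 0.00044 with PC1 and PC2 and 0.00044 with the level of XIST. It was 0.00042 after the trend of each library on GC content and gene length was removed. A lower share of adipocytes raises the markers of all other cell types alike, while 20 markers of macrophages and of the m1 and m2 clusters rose more than 13 markers of endothelial cells and fibroblasts, by 1.35 on the log2 scale, and by 0.84 (permutation p = 0.00027) over the 11 of them that are in neither the signature nor the top green module genes. What stays open is a larger share of macrophages, a change in their expression, and a batch of RNA extraction or library preparation, for which no label is given; for the sequencing, the paper describes a single pool of all libraries. A higher share or activity of macrophages after RT is therefore a hypothesis, which was found and tested on the same libraries; treatment was not assigned at random, and other differences between survivors and controls were not tested.

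The 13 lists of marker genes gave differences between RT and non-RT libraries, as means over the genes of each list on the log2 scale, with permutation p-values adjusted over the 13. The macrophage markers were higher by 1.19 (adjusted p = 0.0104, 14 of 15 RT libraries above the non-RT mean, 10 of 10 genes higher), and 5 of the 10 are also in the signature or the top green module genes, which the study chose on these samples. The proliferation genes were higher by 0.69 (adjusted p = 0.0357, 13 of 15 libraries, 8 of 8 genes) and the immediate early genes by 0.50 (adjusted p = 0.0384, 14 of 15 libraries, 13 of 14 genes, 1 of them in those lists). The other 10 lists did not pass: mature adipocyte 0.07 (adjusted p = 0.771), endothelial -0.13 (0.409), fibroblast 0.00 (0.987), T cell 0.42 (0.314), B cell 0.27 (0.598), mast cell 0.22 (0.712), neutrophil 0.29 (0.598), red blood cell 0.22 (0.712), skeletal muscle 0.08 (0.771) and keratinocyte 0.08 (0.771). Of the T cell genes, 6 of 7 were tested, and the other one was not used here. Counts in this tissue were high enough to test 3 of 4 B cell, 6 of 7 red blood cell, 5 of 9 skeletal muscle and 6 of 8 keratinocyte genes, and all genes of the other 8 lists. Among the most abundant of these, HBB had a mean of 398 CPM in CTL and 562 in TBI, S100A9 8.47 and 14.5, KRT10 4.36 and 4.82, CD68 67.9 and 156, and MKI67 1.96 and 5.73.

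With the macrophage markers in the model, the difference of the proliferation genes was 0.35 (permutation p = 0.186) and that of the immediate early genes 0.19 (permutation p = 0.339). Whether these genes follow the macrophages cannot be told apart from an effect of RT on both, because the macrophage markers differ between the same groups. Dividing macrophages may be a source of the proliferation genes, but no value here decides this.

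Among the marker scores of the clusters for which the paper reports no trend, b1 was higher in TBI than in CTL by 0.276 (exact p = 0.00264) and m3 (0.400) and t1 (0.367) were higher in TBI than in CHM (exact p = 0.00606 each), and after adjustment over the 92 comparisons these were at 0.0848. M-E was higher in TBI than in CTL by 0.250 (exact p = 0.00995) and M-F by 0.229 (exact p = 0.0131), both again at 0.0848 after adjustment, while M-B and M-C differed by 0.0377 (exact p = 0.743) and 0.0848 (exact p = 0.340). In the same comparison m4 was higher by 0.228 (exact p = 0.0333), t1 by 0.246 (0.0224), m3 by 0.159 (0.0763) and p5 by 0.164 (0.0751), and p2 (0.0821), p4 (-0.0190), p6 (-0.0961), t2 (-0.0167), t3 (0.111) and e2 (0.0811) differed with exact p-values of 0.331 or more. Against CHM, scores of progenitor and endothelial clusters were also higher in TBI, on the scale of eigengenes, which does not compare the size of changes between lists: p2 by 0.303, p5 by 0.242 and e2 by 0.333, and b1 by 0.303 (exact p = 0.0202 each, adjusted 0.0848), M-E by 0.316 (exact p = 0.0182), M-F by 0.306 (0.0404), m4 by 0.257 and t2 by 0.216 (0.0465 each). In ABM against CHM, m3 was higher by 0.264 (exact p = 0.00909), t1 by 0.149 (0.0212) and M-E by 0.257 (0.0242), and in ABM against CTL M-E by 0.191 (exact p = 0.0274). No comparison of the 92 passed after adjustment. The b1 score used 3 of 4 listed markers, and the M-B score 15 of 20.

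The first principal component held 32.0% of the variance and the second 24.2%, with no difference between groups in either. Across 17824 genes (97.2% of those tested), which are not independent replicates, the loadings of PC2 followed GC content with a Spearman correlation of -0.708, so a difference in GC bias between libraries may lie behind PC2, and no biological explanation was tested, since the groups do not differ in it. For gene length the correlation with PC2 was 0.250, which decides nothing. For PC1 it was 0.324 with GC content, which leaves that explanation open, and -0.119 with gene length, which is weak and does not rule out a part for gene length. The third principal component held 9.29% of the variance, and group explained 42.7% of its variance (permutation p = 0.00498, adjusted over 3 components 0.0149).

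The paper measured some genes by qPCR or as serum proteins in the same participants. In the deposited counts, RT against non-RT gave log2 fold changes of -0.26 for PPARG (adjusted p = 0.525 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.12 for ADIPOQ (0.830), 0.11 for FABP4 (0.837), 1.25 for FCER1G (0.0503), 0.69 for HAVCR2 (0.0478), 0.59 for HLA-DRA (0.373), 0.90 for LGMN (0.0553), 1.22 for C1QB (0.0748) and 0.46 for LEP (0.558). FCER1G, LGMN and C1QB passed with DESeq2 (adjusted p = 0.00632, 0.00961 and 0.0161) and voom (0.0262, 0.0208 and 0.023). HLA-DRA, PPARG, ADIPOQ, FABP4 and LEP passed with neither. HAVCR2 passed with both, but in only 6 of the 27 edgeR fits that each left out 1 library. Of the 31 named genes, 5 passed with edgeR in RT against non-RT over all genes: VSIG4, HAVCR2, FCGBP, CD68 and SYK. Adjusted over the list alone, 22 passed in TBI against CTL, 20 in TBI against CHM, 0 in ABM against CTL and 0 in ABM against CHM (16 and 18 had an unadjusted p under 0.05, and the smallest p adjusted over the list was 0.0802 and 0.0501) and 23 in RT against non-RT, which is not independent evidence, because the study picked most of these genes on these samples. Of the 79 genes past the threshold in RT against non-RT, 8 are histone genes.

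In Supplemental Table 2 of the paper, the fold changes of ABM against CHM do not follow the gene named in their row. Across 128 genes (the 127 matched by symbol and 1 more by its Gene ID), which are not independent replicates, the paper's values had a Spearman correlation with the values here of 0.64 for TBI against CTL, 0.59 for TBI against CHM and 0.65 for ABM against CTL, but of -0.10 for ABM against CHM. In a second reading, the values of ABM against CHM were given to the genes in the order of NCBI Gene ID. Each row of the other 3 columns went to the gene whose ABM against CHM value it implies, not to its place in that order. The 1 gene without a Gene ID was put at the place that gives the highest correlation for ABM against CHM. The correlations were then 0.98, 0.95, 0.98 and 0.94. Over all 129 places of this gene they ran from 0.353 to 0.977, from 0.245 to 0.948, from 0.363 to 0.979 and from 0.273 to 0.937, with 0.9 or more for ABM against CHM at 7 places. With the place chosen anew in each of 10000 permutations, the largest correlation for ABM against CHM was 0.405 (permutation p = 1e-04, the smallest they can give). The other 3 fold changes of a row fix the fourth, and the value so implied stands in the same row for 0 of the 129 genes and in another row for all 129. In the other 3 columns, 46 rows carry the name of a gene up to 6 rows away (median 1) under this assignment of genes. A candidate explanation is thus that the gene names and the columns of the table were sorted apart from each other, with the correlation of 0.937 in Gene ID order as its test. The paper's fold changes given above for FCGBP, HAVCR2, NLRP3, FCER1G, MS4A4A and HLA-DRA are those of the rows that carry these names.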
